# Behavioral, neurotransmitter and transcriptomic analyses in male and female *Fmr1* KO mice

**DOI:** 10.3389/fnbeh.2024.1458502

**Published:** 2024-09-06

**Authors:** Deirdre M. McCarthy, Cynthia Vied, Mia X. Trupiano, Angeli J. Canekeratne, Yuan Wang, Christopher Schatschneider, Pradeep G. Bhide

**Keywords:** hyperactivity, nest building, impulsivity, GABA, glutamate, substance dependence

## Abstract

**Introduction:**

Fragile X syndrome is an inherited X-linked disorder associated with intellectual disabilities that begin in childhood and last a lifetime. The symptoms overlap with autism spectrum disorder, and the syndrome predominantly affects males. Consequently, FXS research tends to favor analysis of social behaviors in males, leaving a gap in our understanding of other behavioral traits, especially in females.

**Methods:**

We used a mouse model of FXS to analyze developmental, behavioral, neurochemical, and transcriptomic profiles in males and females.

**Results:**

Our behavioral assays demonstrated locomotor hyperactivity, motor impulsivity, increased “approach” behavior in an approach-avoidance assay, and deficits in nest building behavior. Analysis of brain neurotransmitter content revealed deficits in striatal GABA, glutamate, and serotonin content. RNA sequencing of the ventral striatum unveiled expression changes associated with neurotransmission as well as motivation and substance use pathways. Sex differences were identified in nest building behavior, striatal neurotransmitter content, and ventral striatal gene expression.

**Discussion:**

In summary, our study identified sex differences in specific behavioral, neurotransmitter, and gene expression phenotypes and gene set enrichment analysis identified significant enrichment of pathways associated with motivation and drug reward.

## Introduction

Fragile X syndrome (FXS) is an inherited pediatric rare disorder that causes a range of developmental disabilities, including delayed speech and language development, intellectual disability, anxiety, attention deficit, hyperactivity, as well as communication and social deficits (Hagerman et al., 2017). Physical features associated with FXS include hypotonia, flat feet, hyperextensible joints, and macroorchidism. The prevalence of FXS is higher in males than in females. It affects approximately 1:4,000 males and 1:8,000 females in the general population (Hunter et al., 2014).

FXS is the result of a mutation in the fragile x messenger ribonucleoprotein 1 (*FMR1*) gene. The mutation expands a DNA segment, known as the CGG triplet repeat in the 5′ untranslated region of *FMR1* beyond its normal range of 5 to 40 repeats. The full mutation (>200 repeats) results in hypermethylation and silencing of the *FMR1* gene and a complete loss or a significant downregulation of the fragile x messenger ribonucleoprotein (FMRP). FMRP is an RNA-binding protein that regulates translation of messenger RNA and serves critical functions in the developing and mature nervous system (Hagerman et al., 2017).

The *Fmr1* knockout (KO) mouse was developed and characterized by Bakker et al. (1994). It shows changes in biochemical (Dahlhaus and El-Husseini, 2010), electrophysiological (Rais et al., 2018; Lovelace et al., 2018), neuropathological (Greco et al., 2011), and dendritic spine morphology (Irwin et al., 2000) features, many of which are consistent with FXS. Despite considerable variability in phenotypes (Paradee et al., 1999; Spencer et al., 2011) the *Fmr1* KO mouse has contributed to major advances in our understanding of the behavioral, molecular, and synaptic changes associated with the loss of *Fmr1* (Kazdoba et al., 2014; Yan et al., 2005; Hebert et al., 2014; Spencer et al., 2005; Yuskaitis et al., 2010; Rotschafer et al., 2012; Schaefer et al., 2017; Gurney et al., 2017; Gantois et al., 2017; Gomis-Gonzalez et al., 2016; Dolan et al., 2013; Jiang et al., 2022).

Traditionally FXS research has focused on men and boys because of the higher rates of prevalence and greater severity of symptoms in males (Hartley et al., 2011). However, FXS in females presents with a variety of challenges including a high frequency of avoidant behavior, shyness, mood disorders, and learning disabilities (Hartley et al., 2011; Murphy and Abbeduto, 2007). Moreover, FXS research tends to focus on cognitive and social behaviors because of symptom overlap between FXS and autism spectrum disorder (Smith et al., 2012; Kaufmann et al., 2004; Roberts et al., 2009; McDuffie et al., 2012; Niu et al., 2017). However, FXS is associated with changes in motivated behaviors including drug reward (Fish et al., 2013; Smith et al., 2014), although these behaviors traditionally have not been the focus of FXS research.

Since a side-by-side analysis of male and female *Fmr1* KO mice could offer further insights into sex differences in the neurobiology of FXS, we examined behavioral, neurotransmitter, and changes in gene expression in both sexes of *Fmr1* KO mice. For the gene expression analysis, we focused on the ventral striatum because it is at the crossroads of multiple behaviors associated with the limbic system, and ventral striatal transcriptome had not been analyzed previously in the *Fmr1* KO mouse. Our data demonstrate significant sex-specific changes in behavioral and neurotransmitter phenotypes as well as gene expression in the ventral striatum.

## Methods

### Animals

Eight-week-old male and female C57BL/6J^1^ and *Fmr1* KO^2^ mice were purchased from Jackson Laboratories (Bar Harbor, ME). The line was maintained by breeding hemizygous male *Fmr1* mice with homozygous female *Fmr1* mice. Wild-type (WT) mice of the same strain were used as controls, consistent with the design of experiments using this mouse model published previously (Kat et al., 2022). Five cohorts of mice were generated to provide sufficient numbers for all the analyses. Mice were maintained in a temperature-controlled environment with a 12 h/12 h light/dark cycle with food and water available *ad libitum*. The day of birth was designated P0. Litter size was recorded on P0, and entire litters were weighed on P0, P7, P14, and P21 for offspring body weight measurements. Mice were weaned on P21 per standard husbandry procedures. All the experimental procedures were approved by the Animal Care and Use Committee at Florida State University and were in full compliance with the NIH Guide for the Care and Use of Laboratory Animals.

### Developmental milestones

Mice were monitored throughout the pre-weaning period for body weight, bilateral external ear detachment, body fur appearance, and eye-opening and tested for neuromotor skills such as righting reflex, cliff avoidance, and negative geotaxis. Analysis of body weight and physical features did not discriminate between males and females. For the assessment of neuromotor skills, male and female mice were analyzed separately, and sex was an independent variable. In all cases, 4–5 litters were used, and litter was used as “*n*” for statistical analyses.

Offspring were tested for righting reflex beginning at P2 by placing them in a supine position on a flat surface and measuring the time taken to “right” onto all four paws. This test was repeated daily, with one trial per day, until the mice met the criterion of righting within 3 s on two consecutive days.

Cliff avoidance reflex was tested beginning on P6 by placing the mouse on a flat Plexiglass surface raised to a height of 18 cm above the workbench. The pup was placed with its front paws and snout over the edge of the Plexiglass, and the time taken to turn 180° away from the cliff (edge) was recorded. The test was repeated daily until a latency of 6 s or less (criterion) was met on two consecutive days.

Negative geotaxis was assessed beginning on P6 by placing the pups head-downward on a 30° mesh incline and the time to turn 180° and reverse orientation to face upward was measured. Mice were tested once daily until a latency of 6 s or less (criterion) was reached for two consecutive days.

If the mice did not complete any of the neuromotor skill assessments within 30 s, or if they fell off the test apparatus at any time the tests were terminated, and the mice were assigned the full score of 30 s and returned to their home cages. The order of testing on each day was: Cliff avoidance, negative geotaxis, and righting reflex. A rest period of at least 15 min was used between tests (Cole et al., 2012).

### Behavioral analyses in adult mice

Behavioral analyses were performed in adult (2–3-month-old) male and female WT and *Fmr1* KO mice during the lights-off period when mice are naturally more active. A dim red light was used for ambient illumination. Mice from each genotype and sex were tested on each test day in parallel sessions. The experimenter was blinded to the identity of the mice. Each maze or test apparatus was cleaned with 1.6% Quatracide before testing and between trials to eliminate odor cues.

Mice were handled by the experimenter for at least 2 days, 2 min per day, for 1 week before the beginning of behavioral analyses. Prior to the commencement of each behavioral test, 30 min of habituation was used to permit acclimation to the testing room environment. The *n* used was 6–9 per genotype per sex for all behaviors except for nest building where the *n* was 7–15. When a mouse completed more than one behavioral test, we waited 1 week before administering the next behavioral test. Given the extensive battery of behavioral analyses performed, 3 cohorts of mice were used in total.

### Spontaneous locomotor activity

Locomotor activity was measured in individual testing chambers equipped with photobeam motion sensors (Photobeam Activity System; San Diego Instruments), which create a 3-dimensional grid (5.4 cm spacing) of infrared beams enveloping the entire cage (Zhu et al., 2017; McCarthy et al., 2018; McCarthy et al., 2020). As the mouse moved along the x- and y-axes, the number of breaks in the infrared beams was recorded. Each consecutive beam break was scored as an ambulatory event. The total ambulatory activity was analyzed over a period of 14 h which included an initial 2 h “lights-on” period (exploratory activity) and a subsequent 12 h “lights-off” period (spontaneous locomotor activity).

### Approach-avoidance behavior

An elevated plus maze (EPM) with two open and two closed arms (50 cm × 10 cm each) with 40 cm high walls was used (Med Associates, Inc., St. Albans, VT). The time spent in the open and closed arms as well as the number of entries into the open and closed arms were recorded over a 5 min test period (Martin et al., 2020).

### Object-based attention

The test apparatus consisted of an exploration chamber and a test chamber separated by a sliding door. The test consisted of 3 sessions: habituation (day 1), training (day 2) and test (day 3). During the habituation session, each mouse was placed in the empty exploration and test chambers for 5 min each. During the training session, each mouse explored 5 uniquely shaped objects for 5 min in the exploration chamber. During the test session, each mouse interacted with one previously explored familiar object and one previously unexplored novel object in the test chamber for 3 min. A recognition index for the test session was calculated using the formula: TN ÷ (TF + TN) × 100, where TF = Time spent exploring the Familiar objects, and TN = Time spent exploring the Novel objects (McCarthy et al., 2018; McCarthy et al., 2020). We included in the analysis only those mice that spent at least 20 s with both objects during the test session.

### Spatial working memory

A custom-built clear Plexiglass maze with 3 equal-sized arms arranged in the shape of the letter Y (Y-maze; each arm = 35 cm long × 6 cm wide × 10 cm high; McCarthy et al., 2018; McCarthy et al., 2020) was used. Unique visual cues were placed on the outer walls of each arm. A letter code (A, B, or C) was assigned to each arm. The mouse was placed at the end of a randomly chosen arm. During a 6 min test period, the sequence of arm entries, and the total number of arm entries were recorded. A “spontaneous alternation” is a set of 3 nonrepeating consecutive arm choices (e.g., ABC, BCA, CBA but not ABB, CCB, BAA, etc.). An alternation index (a measure of spatial working memory) was calculated as follows: number of alternations ÷ (number of entries − 2) × 100.

### Motor-impulsivity

A cliff avoidance reflex (CAR) test was used (McCarthy et al., 2020; Zhang et al., 2018). Mice were placed at the center of a raised platform (20 cm in diameter) supported on a plastic rod (50 cm in height) resembling a barstool. The number of falls/jumps from the platform over 30 min was recorded for each mouse. If a mouse fell/jumped off the platform, it was gently picked up and returned to the center of the platform. A mouse that remained on the platform received a CAR score of 1 whereas a mouse that fell from the platform (regardless of the number of falls) received a score of 0.

### Social dominance

The apparatus consisted of a Plexiglass tube approximately 17 inches long and 1 inch internal diameter (Maze Engineers, Skokie, IL; Spencer et al., 2005). The test included a 3-day training period during which the mice were habituated daily to the tube for 2 min. On test day one WT mouse and one *Fmr1* KO mouse (age- and sex-matched) were placed headfirst at opposite ends of the tube and simultaneously released into the tube. Once both mice arrived at the center of the tube, the divider separating the mice was raised. The “match” lasted 2 min and ended when one mouse completely retreated from the tube. The mouse that remained in the tube is designated the winner (score = 1), and the mouse that retreated is the loser (score = 0). A match that lasted greater than 2 min was not scored, as 2 min was the cut-off time for this test. Each mouse competed in three matches in total.

### Nest building

Group-housed mice were removed from their cages and housed individually in new cages (home cage) for a week and then nest building was examined in the home cage (7.25″ W × 11.5″ D × 5″ H). Four days later, the test was repeated in a novel environment represented by a new, larger mouse breeder cage (10.5″ W × 19″ D × 6.25″ H) placed in a new room (Carreno-Munoz et al., 2018). During the tests, mice were provided with a single 5 cm^2^ condensed cotton nestlet, which the mice tore up to build nests. The quality and condition of the nests were scored on a 5-point scale at 30 min intervals for 5 h, as follows. Score 1: The nestlet material was essentially untouched (>95% intact) and no nest was built. Score 2: The nestlet was partially torn up (50–95% remaining intact) and no nest was built. Score 3: The majority of the nestlet (but <90%) was shredded and evidence of attempts at nest building could be seen. Score 4: >90% of the nestlet was torn up and the material was used to construct a nest, which was flat and not dome-shaped. Score 5: Most of the nestlet (>90%) was torn up and a perfect dome-shaped nest with a crater and a wall could be seen. The nest wall was taller than the mouse along >50% of the nest circumference. The test period of 5 h was chosen for home cage nesting because WT mice achieved the maximum nest score by 5 h. In the novel environment, WT mice required more time to achieve the maximum nest score, therefore, we monitored the mice for an additional 3 h (a total of 8 h).

### Tissue collection

Following the behavioral analyses, the mice were weighed, euthanized with isoflurane anesthetic overdose, decapitated, and the brains dissected from the skull. The dorsal and ventral striatum, prefrontal cortex, medial prefrontal cortex, and hippocampus were micro-dissected based on anatomical landmarks from both hemispheres (McCarthy et al., 2018). Samples from the 2 hemispheres were pooled, weighed, and immediately frozen with liquid nitrogen. Testes and adrenal glands were removed and weighed, and the weights were converted to percentages of body weight for each mouse. The *n* used was 4–7 per genotype per sex.

### High-performance liquid chromatography

Tissue samples were shipped to the Neurochemistry Core at Vanderbilt University (Nashville, TN), where they were homogenized, and the protein concentration was estimated in each sample as previously described (McCarthy et al., 2018). Tissue concentrations (ng/mg protein) of dopamine, norepinephrine (NE), gamma-aminobutyric acid (GABA), glutamate, and serotonin were analyzed.

### RNA sequencing

Samples of the ventral striatum were processed for RNA extraction as previously described (Qiagen RNeasy mini kit McCarthy et al., 2018). A next-generation sequencing library was prepared for each sample using the Illumina TruSeq stranded mRNA library kit. Libraries were barcoded for multiplexing with IDT for Illumina unique dual indexes. Each multiplexed library was sequenced on an Illumina NovaSeq 6000 as a 150 base pair paired-end sequencing run. Adapter trimming was performed as part of individual library demultiplexing. Quality Control analysis of each library was performed using fastQC.^3^ Illumina RNA-Seq Alignment (Version 2.0.2) was used, including STAR Aligner (Dobin et al., 2013) to align and map sequencing reads to the mouse genome (genome release UCSC mm10) and to generate read counts, which were used as a measure of abundance for differential gene expression analysis. DESeq2 (Love et al., 2014) was used to determine statistically significant differentially expressed genes (a false discovery rate, FDR, of <0.05 was used) and to generate a principal component analysis (PCA) plot. The analysis yielded a list of mRNAs present at significantly different levels between the WT and *Fmr1* KO mice and provided a measure of confidence in each difference. Genes with a statistically significant differential expression were further analyzed by Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis and phenotype set enrichment analyses using Webgestalt (Zhang et al., 2005; Wang et al., 2013) to establish possible functional roles (Brown et al., 2015; Darkazalli et al., 2017; Jones et al., 2022; Vied et al., 2016; Vied et al., 2014). Benjamini–Hochberg procedure was used as the multiple test adjustment parameter against the mouse genome as a reference for enrichment and a *p*-value of <0.05 was considered significant. The heat map was generated using Morpheus (Broad Institute; https://software.broadinstitute.org/morpheus). All data are available in the NCBI Gene Expression Omnibus (Accession number GSE275170).^4^ Data was collected from four male and female WT and *Fmr1* KO mice per genotype per sex. One outlier (*Fmr1* KO Male 2) was excluded from the analysis based on the PCA generated during the DESeq2 analysis.

### Quantitative PCR

Tissue samples were processed for RNA extraction as previously described (Qiagen; RNeasy mini kit McCarthy et al., 2018). Reverse transcription reactions were performed using the SuperScript III cDNA synthesis kit (Thermo Fisher Scientific; 18080-044). Primer sequences for 18 s (Thermo Fischer Scientific, Hs Hs99999901_s1) and *Fmr1* (Thermo Fischer Scientific, Mm01339582_m1) were chosen based on previously published data (McCarthy et al., 2018; Zhao and Usdin, 2014). Quantitative real-time PCR was performed in a StepOne Plus Thermocycler (Thermo Fisher Scientific) using Taqman PCR Master Mix (Thermo Fisher Scientific; 4369016) through 50 PCR cycles (95°C for 30 s, 57°C for 60 s, 72°C for 90 s). *Fmr1* mRNA expression was normalized to 18 s using the Delta- Delta Ct method. Fold change was calculated for each sex separately using the WT values. The *n* used was 3 mice per genotype per sex.

### Western blot

From each homogenized striatal tissue sample, 30 μg protein was loaded on a 10% SDS-PAGE gel and the separated proteins were transferred to the PVDF membrane. The membranes were incubated with rabbit anti-FMRP monoclonal antibody (Cell Signaling Technology, #7104; 1:1,000; 80 kDa), and mouse β-tubulin antibody (loading control; Sigma Aldrich, #T8328; 1:5,000; 50 kDa). Immunoreactive bands were detected using goat anti-mouse IRDye 800 (Li-Cor, #926-32210; 1:20,000) and anti-rabbit IRDye 680 (Li-Cor, #926-68071; 1:20,000). The signals were captured using Odyssey CLx Imaging System (Li-Cor). The n used was 2 mice per genotype per sex.

### Statistical analysis of behavioral and neurotransmitter data

A series of mixed model ANOVA followed by *post hoc* contrasts, where appropriate, using the Benjamini–Hochberg linear step up procedure to control for type I error were used to analyze developmental milestones, exploratory behavior (EPM and home cage activity) locomotor activity, nest building behavior, spatial working memory, and object-based attention (OBA). A binary logistic regression model was used to analyze the cliff avoidance reflex score. A negative binomial distribution was used to analyze the number of falls from the platform in the cliff avoidance reflex assay. Binomial logistic regression was used to analyze the tube test scores to determine whether scores were significantly different from an outcome expected by chance (50:50 win-lose outcome). A two-tailed student’s *t*-test was used to analyze testes weight where differences between only two groups were analyzed. Statistical analyses were performed using SAS/STAT 9.4 (SAS, Cary, NC). When a significant effect of genotype was observed without a significant effect of sex, data combined from male and female mice for each genotype (WT and KO) are shown in the Figures. Post-contrast analyses were performed only when a statistically significant interaction was found. Graphs were prepared using Prism 10.1.2 (GraphPad Prism, San Diego, CA).

## Results

### Developmental milestones in preweaning mice

Bodyweights at P0, P7, P14, and P21 were recorded and analyzed for entire litters without separating male and female offspring. The data did not reveal significant effects of genotype (*F*_(1,27)_ = 0.64; *p* > 0.05), or genotype x age interaction (*F*_(3,27)_ = 1.29; *p* > 0.05). However, there was a significant effect of age (*F*_(4,27)_ = 159.62; *p* < 0.001) reflecting bodyweight gain during development in both *Fmr1* KO and WT mice. The analyses of postnatal days on which the external ears detached, body fur appeared, or eyes opened did not show significant effects of genotype (student’s *t*-test, *p* > 0.05; Table 1).

**Table 1:** Litter metrics and developmental milestones (mean ± SE).

	WT	*Fmr1* KO
Litter size at birth	6.0 ± 0.8	5.7 ± 0.7
Postnatal weight (g) on:		
Postnatal day 0 (day of birth)	1.1 ± 0.2	1.2 ± 0.1
Postnatal day 7	4.3 ± 0.3	3.9 ± 0.1
Postnatal day 14	7.1 ± 0.4	7.0 ± 0.5
Postnatal day 21	9.2 ± 0.4	10.1 ± 0.5
Ear detachment (postnatal day)	4.0 ± 0.0	4.4 ± 0.2
Fur appearance (postnatal day)	7.0 ± 0.0	7.0 ± 0.0
Eye opening (postnatal day)	14.0 ± 0.0	14.3 ± 0.2
Acquisition of:		
Righting reflex (postnatal day)	8.8 ± 0.57	9.4 ± 0.55
Negative geotaxis (postnatal day)	12.0 ± 0.8	9.8 ± 0.8
Cliff avoidance (postnatal day)	13.4 ± 1.1	12.0 ± 1.0

Litter size on the day of birth and developmental milestones during the pre-weaning period were analyzed in *Fmr1* KO and WT mice. A mixed model ANOVA was used to test the statistical significance of the effects of genotype, age, sex, and interactions. A two-tailed students’ *t*-test was used for the analysis of statistical significance in the case of physical features. There were no differences between the WT and *Fmr1* KO mice in any of the measurements.

There was no significant effect of genotype on righting reflex (*F*_(1,12)_ = 0.53; *p* > 0.05), cliff avoidance (*F*_(1,12)_ = 0.87, *p* > 0.05), or negative geotaxis (*F*_(1,12)_ = 3.98, *p* > 0.05; Table 1 and Supplementary Figure S1). There was no significant effect of sex or sex x genotype interaction on any of the neuromotor skills (*p* > 0.05).

### Spontaneous locomotor activity

Locomotor activity was analyzed over a period of 14 h which included an initial 2 h “lights-on” period (exploratory activity) and a subsequent 12 h “lights-off” period (McCarthy et al., 2018; McCarthy et al., 2020). There was a significant effect of genotype during the initial 2 h lights-on period (i.e., exploratory activity; Figure 1A: asterisks; *Fmr1* > WT; *F*_(1,25)_ = 10.26; *p* < 0.01) and during the 12 h lights off period (spontaneous locomotor activity; Figure 1B; asterisks; *Fmr1* > WT; *F*_(1,25)_ = 27.56; *p* < 0.001). There was no significant effect of sex (exploratory activity: *F*_(1,25)_ = 3.87; *p* > 0.05; spontaneous locomotor activity: *F*_(1,25)_ = 1.24; *p* > 0.05) or sex x genotype interaction (exploratory activity: *F*_(1,25)_ = 0.01; *p* > 0.05; spontaneous locomotor activity: *F*_(1,25)_ = 0.27; *p* > 0.05). Thus, both male and female *Fmr1* KO mice were more exploratory upon placement in the testing environment and were hyperactive in the familiar environment (Figures 1A,B).

**Figure 1:**
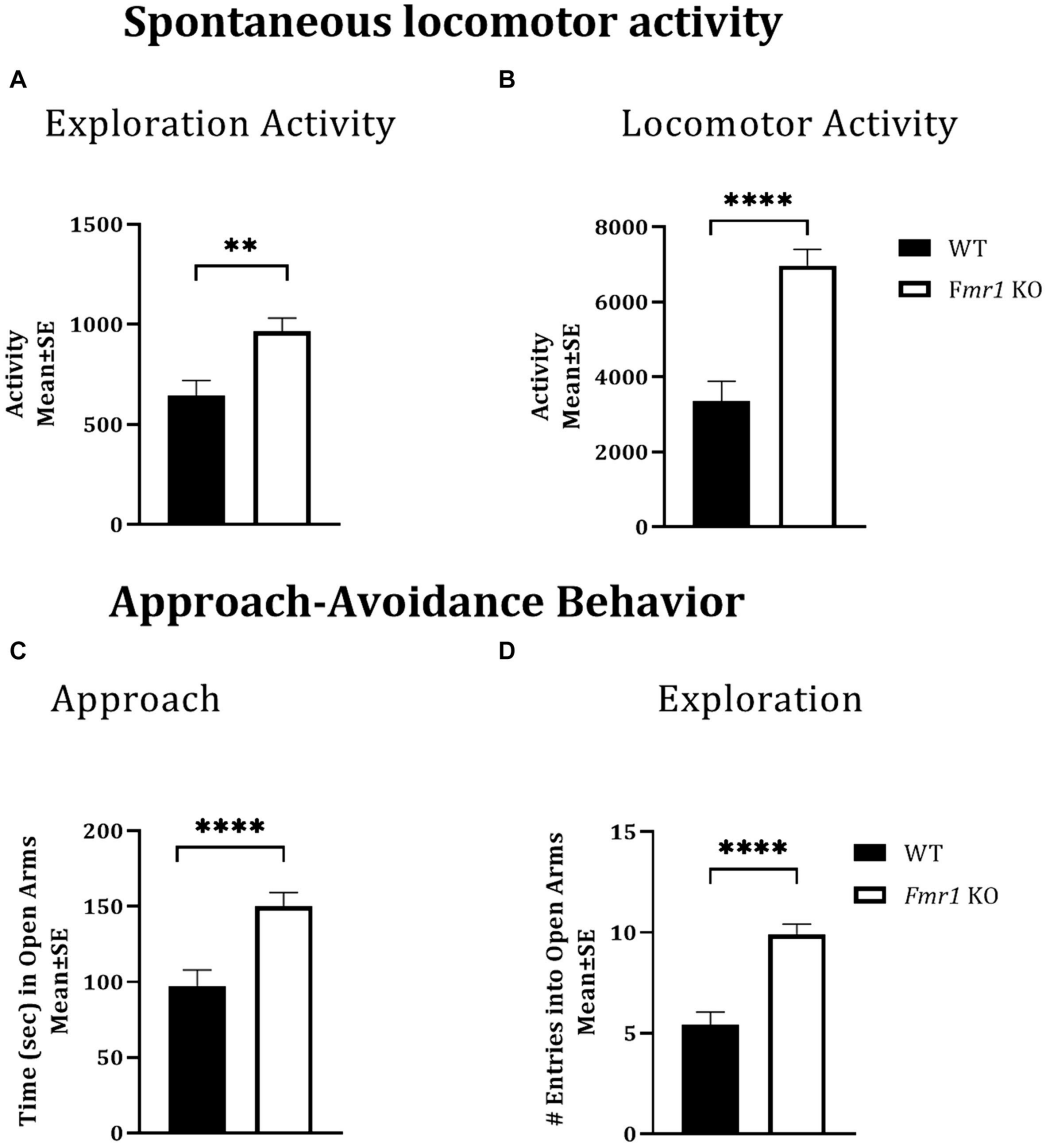
Exploratory activity, spontaneous locomotor activity, and approach behavior in WT and *Fmr1* KO mice. *Fmr1* KO mice showed significant increases in locomotor activity during the lights-on period (**A**; exploratory activity in a novel environment) and the lights-off period (**B**; spontaneous locomotor activity) compared to WT mice. *Fmr1* KO mice spent significantly more time in the open arms of the elevated plus maze (**C**; approach behavior) and made significantly greater number of entries into the open arms of the maze (**D**; exploration) compared to WT mice. A mixed model ANOVA showed a significant effect of genotype (asterisks) and no significant effect of sex or genotype x sex interaction Therefore, data from male and female mice from each genotype were combined to illustrate the differences between genotypes. ^**^p < 0.01 and ^****^p < 0.0001, *n* = 6–9 per genotype per sex.

### Approach-avoidance behavior

The elevated plus maze was used to test approach-avoidance behavior (Martin et al., 2020). Time spent in the open arms of the maze was taken to represent approach whereas time spent in the closed arms to represent avoidance. There was a significant effect of genotype on the time spent in the open arms of the maze (Figure 1C: asterisks; *Fmr1* > WT; *F*_(1,25)_ = 14.45; *p* < 0.001) and on the number of open arm entries (Figure 1D: asterisks; *Fmr1* > WT; *F*_(1,25)_ = 30.45; *p* < 0.001). There was no significant effect of sex (Time in open: *F*_(1,25)_ = 0.08; *p* > 0.05; entries: *F*_(1,25)_ = 2.14; *p* > 0.05) or genotype x sex interaction (Time in open: *F*_(1,25)_ = 1.66; *p* > 0.05; entries: *F*_(1,25)_ = 0.19; *p* > 0.05), suggesting impaired approach-avoidance balance in favor of approach and novelty seeking in both male and female *Fmr1* KO mice.

### Motor impulsivity

A cliff avoidance reflex test was used to test motor impulsivity. There was a significant effect of genotype on cliff avoidance reflex score (Figure 2A; *Fmr1* > WT; *χ*^2^_(1,37)_ = 7.03; *p* < 0.01). The *Fmr1* KO mice were 10.7 times more likely to fall off the platform than WT mice. There was also a significant effect of genotype on the number of falls from the platform (Figure 2B; *Fmr1* > WT; *χ*^2^_(1,37)_ = 7.41; *p* < 0.01). The effect of sex was not significant for either measure (score: *χ*^2^_(1,37)_ = 0.002; *p* > 0.05; falls: *χ*^2^_(1,37)_ = 0.05; *p* > 0.05) suggesting that motor impulsivity was observed in both male and female *Fmr1* K0 mice.

**Figure 2:**
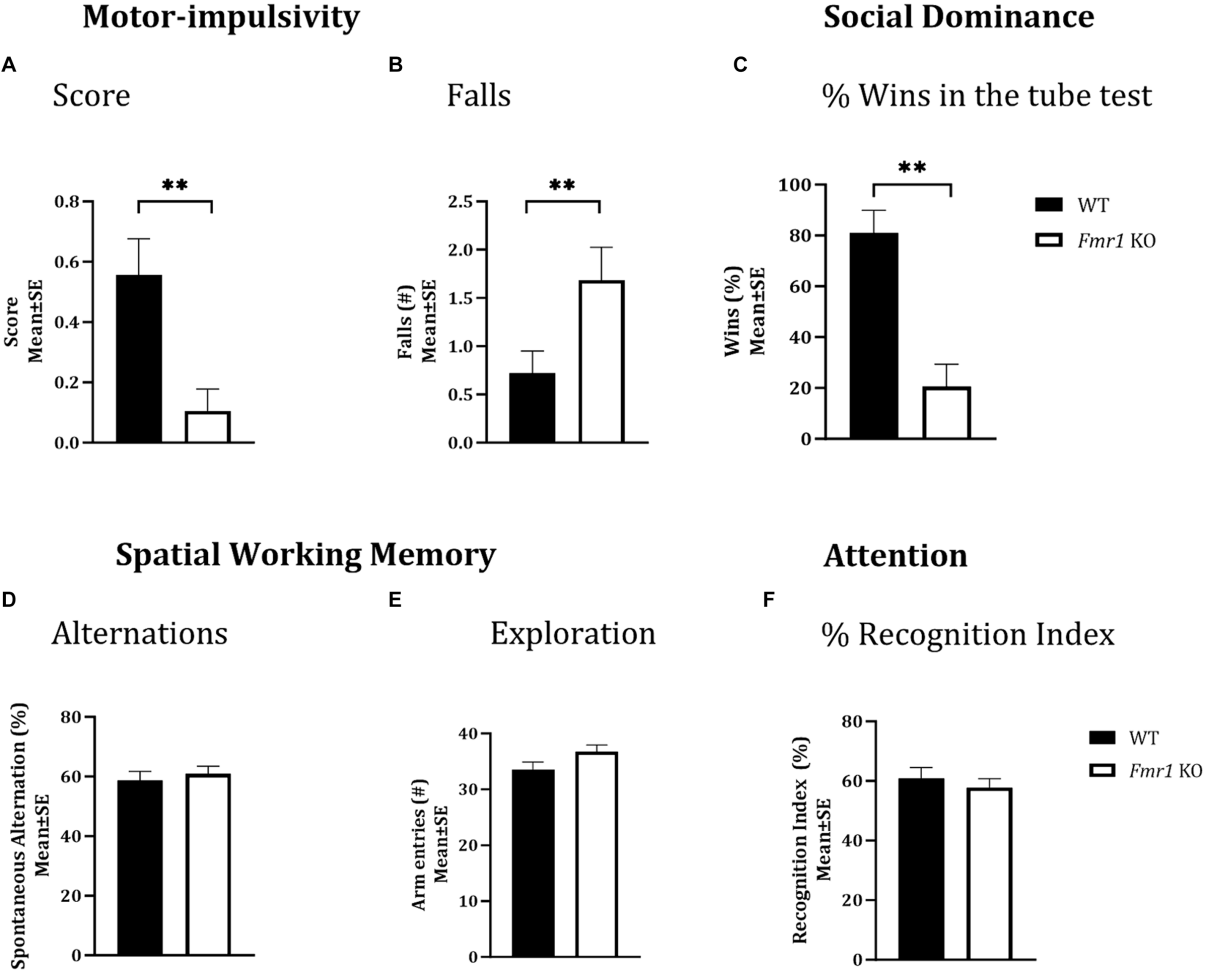
Motor-impulsivity, social dominance, spatial working memory and object based attention in WT and *Fmr1* KO mice. *Fmr1* KO mice had a significantly lower cliff avoidance reflex score (**A**; binary logistic regression) and a significantly greater number of falls from the platform (**B**; negative binomial distribution) compared to WT mice. *Fmr1* KO mice had significantly fewer wins compared to WT mice in the tube test of social dominance (**C**; binomial logistic regression). Significant effects of genotype (asterisks) were found for all three measures **(A–C)**, but the effect of sex was not significant. Spontaneous alternation index, which is a measure of spatial working memory **(D)**; the number of arm entries in the Y-maze (measure of maze exploration; **E**), or recognition index (unit of measure for attention in the object-based attention task; **F**) did not show significant effects of genotype, sex of genotype x sex interaction. Since genotype produced significant effects on some behaviors and sex did not produce significant effects on any measures, data from male and female mice from each genotype were combined to illustrate the differences between genotypes. ^**^p < 0.01; *n* = 6–9 per genotype per sex.

### Social dominance

A tube test was used to examine social dominance. *Fmr1* KO mice won significantly fewer matches against sex and age-matched WT mice (Figure 2C; *Fmr1* < WT; *χ*^2^_(1,78)_ = 3.02; *p* < 0.01). The *Fmr1* KO mice were 14.3 times more likely to lose a match than WT mice. The effect of sex was not significant (*χ*^2^_(1,78)_ = 0.80; *p* > 0.05) indicating that *Fmr1* KO mice, regardless of sex had a deficit in social dominance behavior.

### Nest building

Nest building was examined in the home environment and 4 days later, the test was repeated in a novel environment. We found a significant effect of genotype on the nest building score in the home cage (Figure 3B; *Fmr1* KO < WT: *F*_(1,20)_ = 7.54; *p* < 0.05). There was no significant effect of sex (*F*_(1,18)_ = 1.93; *p* > 0.05) or sex x genotype interaction (*F*_(1,18)_ = 0.77; *p* > 0.05) in the home environment. In the novel environment, there was a significant effect of genotype (Figure 3C; *Fmr1* KO < WT: *F*_(1,20)_ = 25.07; *p* < 0.0001), sex (female < male: *F*_(1,18)_ = 61.65; *p* < 0.0001) and genotype x sex interaction (*F*_(1,18)_ = 17.73; *p* < 0.001) on nest building score.

**Figure 3:**
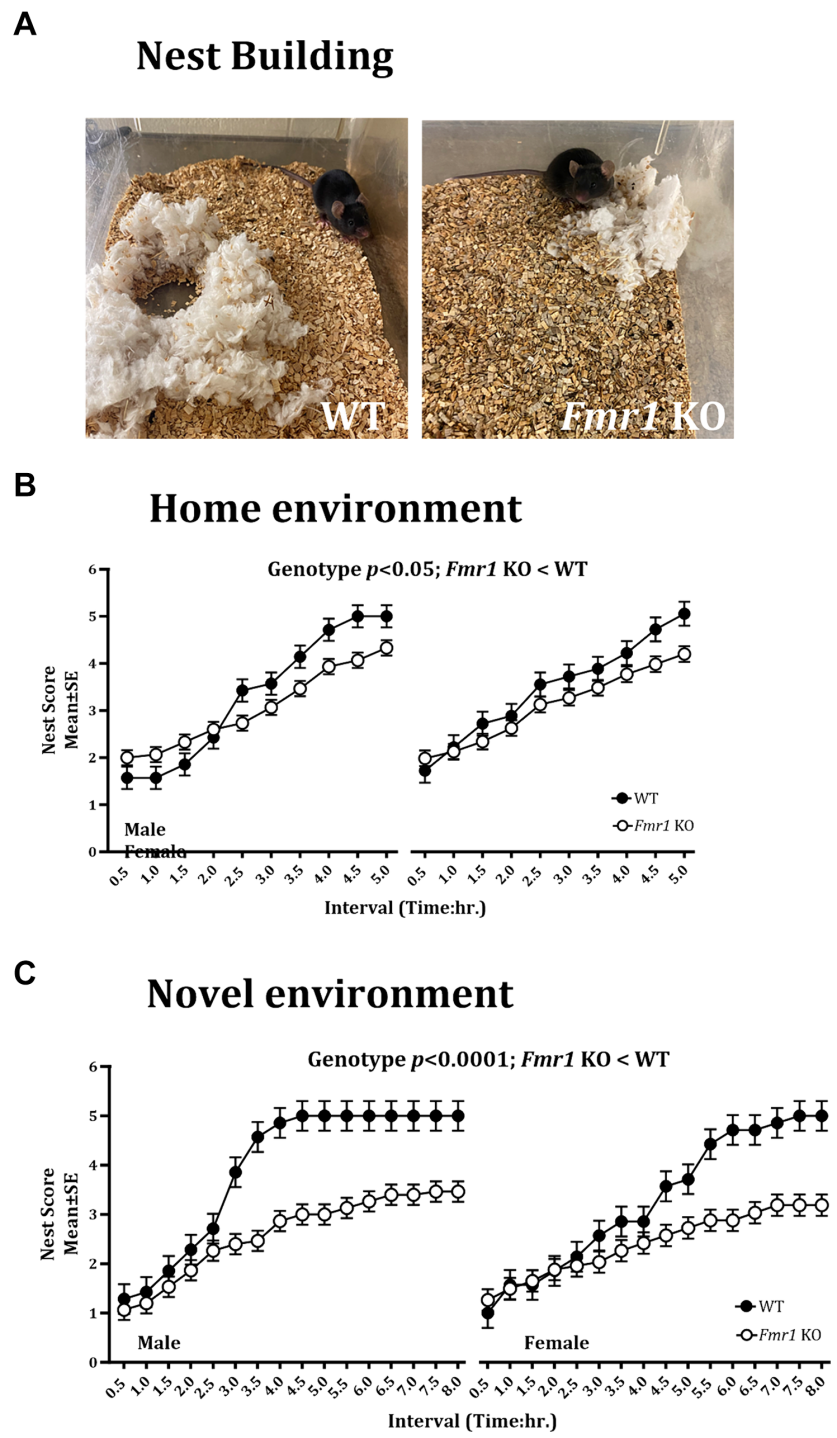
Nest building deficit in male and female *Fmr1* KO mice in the home and novel environments. Representative images of nests built by WT and *Fmr1* KO mice (**A**; novel environment). The *Fmr1* KO mice received significantly lower nest scores compared to the WT mice in the home **(B)** and the novel environment **(C)**. A mixed model ANOVA showed a significant effect of genotype under both conditions. Sex differences were present only in the novel environment. Since genotype, sex, and sex x genotype showed significant effects, data from male and female mice are shown separately for each genotype. *n* = 7–15 per genotype per sex.

Thus, there were significant effects of genotype on the nest building score in the home and the novel environments (*Fmr1* KO < WT). Sex differences (female < male) and sex x genotype interaction were present only in the novel environment.

An example of a fully formed nest, which was observed typically in WT mice in the novel environment at the end of the 5 h. observation period is shown alongside a flat, poorly formed nest observed typically in *Fmr1* KO mice housed in the novel environment at the end of the 5 h. period (Figure 3A).

### Spatial working memory

A Y-maze was used to test spatial working memory, and the spontaneous alternation index was the test parameter (McCarthy et al., 2018; McCarthy et al., 2020). There was no significant effect of genotype (*F*_(1,25)_ = 0.31; *p* > 0.05), sex (*F*_(1,25)_ = 3.48; *p* > 0.05), or genotype x sex interaction (*F*_(1,25)_ = 0.02; *p* > 0.05) on spontaneous alternations, suggesting that neither male nor female mice showed significant deficits in spatial working memory (Figure 2D). Similarly, the total number of arm entries did not show significant effects of genotype (*F*_(1,25)_ = 3.17; *p* > 0.05), sex (*F*_(1,25)_ = 1.42; *p* > 0.05) or genotype x sex interaction (*F*_(1,25)_ = 0.01; *p* > 0.05; Figure 2E), suggesting that mice in all groups showed comparable maze exploration.

### Object-based attention

We used the object-based attention test (OBA) to evaluate attention (McCarthy et al., 2018; McCarthy et al., 2020). There was no significant effect of genotype (*F*_(1,24)_ = 0.39; *p* > 0.05), sex (*F*_(1,24)_ = 0.02; *p* > 0.05), or genotype x sex interaction (*F*_(1,24)_ = 3.32; *p* > 0.05) on recognition index, a measure of attention, suggesting lack of differences in object-based attention among the different groups (Figure 2F).

### Tissue neurotransmitter concentration

Following the behavioral analyses, neurotransmitter content in the prefrontal cortex, medial prefrontal cortex, hippocampus, and dorsal striatum was analyzed. Striatal GABA tissue concentration showed a significant effect of sex (Table 2; male *<* female) and significant genotype x sex interaction (Table 2). Genotype did not produce significant effects (Table 2). *Post hoc* contrast analysis showed a significant decrease in striatal GABA tissue concentration in *Fmr1* KO males compared to WT males (*t*_(1,11)_ = −2.97, *p* < 0.05; Table 2). Tissue concentrations of GABA in the other brain regions did not show significant effects of genotype, sex, or genotype x sex interaction (Table 2).

**Table 2:** Brain tissue concentrations of neurotransmitters.

Neurotransmitter	Genotype	Sex	Genotype x sex
GABA			
Striatum	ns	*F*_(1,11)_ = 6.6^*^ (M < F)	*F*_(1,11)_ = 4.9^*^ (*Fmr1* KO M < WT M)
Prefrontal cortex	ns	ns	ns
Medial prefrontal cortex	ns	ns	ns
Hippocampus	ns	ns	ns
Glutamate			
Striatum	ns	*F*_(1,11)_ = 18.3^**^ (M < F)	*F*_(1,11)_ = 14.5^**^ (*Fmr1* KO M < WT M)
Prefrontal cortex	ns	ns	ns
Medial prefrontal cortex	ns	ns	ns
Hippocampus	ns	ns	ns
Serotonin			
Striatum	*F*_(1,11)_ = 5.4^*^ (*Fmr1* KO < WT)	ns	ns
Prefrontal cortex	ns	ns	ns
Medial prefrontal cortex	ns	ns	ns
Hippocampus	ns	ns	ns
Dopamine			
Striatum	ns	*F*_(1,11)_ = 10.8^**^ (M < F)	ns
Prefrontal cortex	ns	ns	ns
Medial prefrontal cortex	ns	ns	ns
Hippocampus	ns	*F*_(1,11)_ = 13.8^**^ (M < F)	ns
Noradrenaline			
Striatum	ns	ns	ns
Prefrontal cortex	ns	ns	ns
Medial prefrontal cortex	ns	*F*_(1,12)_ = 4.9^*^ (M < F)	ns
Hippocampus	ns	*F*_(1,11)_ = 9.5^*^ (M < F)	ns

^*^p < 0.05 and ^**^p < 0.01. ns, non-significant; M, male; F, female. Neurotransmitter concentrations in multiple brain regions were compared between male and female *Fmr1* KO and WT mice. A mixed model ANOVA was used to test the statistical significance of the effects of genotype, sex, and interactions between the two.

Changes in striatal glutamate tissue concentration showed the same pattern as that of GABA. There was a significant effect of sex (male < female) and a significant genotype x sex interaction (Table 2). Genotype did not produce significant effects. *Post hoc* contrast analysis showed a significant decrease in striatal glutamate tissue concentration in *Fmr1* KO males compared to WT males (*t*_(1,11)_ = −3.81, *p* < 0.01; Table 2). Tissue concentrations of glutamate in the other brain regions did not produce significant effects of genotype, sex, or genotype x sex interaction (Table 2).

Striatal serotonin tissue concentration showed significant effects of genotype (Table 2; *Fmr1* KO < WT), and no significant effect of sex or genotype x sex interaction (Table 2). Tissue concentrations of serotonin in the other brain regions did not show significant effects of genotype, sex, or genotype x sex interaction (Table 2).

Dopamine tissue concentration showed significant effects of sex in the striatum and the hippocampus (male < female; Table 2). The effects of genotype or genotype x sex interaction were not significant in the striatum or the hippocampus. The prefrontal cortex or the medial prefrontal cortex did not show significant effects of genotype, sex, or genotype x sex interaction (Table 2).

Noradrenaline tissue concentration showed a significant effect of sex in the medial prefrontal cortex and the hippocampus (male < female; Table 2). The effects of sex or genotype x sex interaction were not significant in the medial prefrontal cortex and the hippocampus. The striatum or the prefrontal cortex did not show significant effects of genotype, sex, or genotype x sex interaction (Table 2).

In summary, striatal GABA and glutamate content was reduced significantly in male *Fmr1* KO mice compare to wild type males. Striatal serotonin showed a significant effect of genotype, with lower concentrations in *Fmr1* KO mice. Dopamine tissue concentration showed significant effects of sex in the striatum and hippocampus, with lower concentrations in males compared to females regardless of genotype. Similarly, noradrenaline tissue concentration showed a significant effect of sex in the prefrontal cortex and the hippocampus, with lower concentrations in males compared to females.

### Testes and adrenal gland weights

Since males with fragile X show macroorchidism and increases in adrenal weights (Hagerman et al., 2017; Bhattacharya and Klann, 2012; Qin et al., 2011), we analyzed both these parameters in male and female mice. There was a significant increase in testes weight in *Fmr1* KO mice compared to WT counterparts (*t* = 3.245, df = 10; *p* < 0.01). Adrenal weights showed a significant effect of genotype (*Fmr1* KO > WT: *F*_(1,12)_ = 13.14; *p* < 0.001;) and sex (female > male: *F*_(1,12)_ = 1.42; *p* < 0.05;) but no significant genotype x sex interaction (*F*_(1,12)_ = 3.88, *p* > 0.05).

### RNA sequencing

Our behavioral and neurotransmitter analyses covered a broad range of functional (behavioral) and structural (brain regions for neurotransmitter tissue content analysis) domains. Since the nucleus accumbens of the ventral striatum is at the crossroads of multiple limbic circuits, we reasoned that gene expression in the ventral striatum could offer valuable insights into changes in a broad array of functional domains. Moreover, analysis of gene expression in the brain’s limbic centers such as the ventral striatum had not been undertaken in the *Fmr1* KO mouse model, despite reports of changes in motivation and reward mechanisms in FXS (Smith et al., 2014; Huebschman et al., 2021).

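RNA was sequenced from the ventral striatum of 15 mice, with the tissue of both hemispheres pooled for each mouse. The groups were 4 WT males, 4 WT females, 3 *Fmr1* KO males and 4 *Fmr1* KO females, aged 2 to 3 months and dissected after the behavioral tests. The ventral striatum holds the nucleus accumbens and consists mostly of GABAergic projection neurons, and septum, pallidum and ventricle lie beside it. The *Fmr1* KO mice came from a line bred within itself and the WT mice from the same strain. Another *Fmr1* KO male was left out by the authors after principal component analysis and was not analysed here. Libraries were made from mRNA with a stranded kit and read as paired ends. The authors aligned the reads to the mouse genome (UCSC mm10) with STAR and used DESeq2 to turn the counts per gene into regularized log (rlog) values. These are on a log2 scale and are drawn toward the gene's mean where counts are low, which makes fold changes of weakly expressed genes smaller. The table holds 24982 gene symbols, of which 20223 varied between mice and the others were 0 in every mouse. The rlog values carry no read totals, so the depth of each mouse is unknown here and no counting interval can be given.
From these values, the 15261 genes with a mean rlog of at least 3 over the 15 mice were tested with limma, with a trend of the variance on the mean and Benjamini-Hochberg adjustment over all genes tested. The comparison over both sexes used all mice with sex as a term, and the males and females were also compared alone. Differentially expressed genes (DEGs) are those with an adjusted p under 0.05. The rlog values of mice of the same group correlated at 0.992 to 0.999 across genes. The first principal component of the 1000 most variable genes held 53.8% of the variance, and the mean of the *Fmr1* KO mice on it differed from that of the WT mice (exact permutation test within each sex, p = 0.0233), with an overlap of the groups. Its correlation with the score of striatal projection neuron genes was -0.919 over the 15 mice. The next held 14.1% and separated the sexes (p = 0.000408 by the same exact permutation test, the smallest it can give). The filter on low values and the weight given to each mouse are among the choices that change the counts of DEGs.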

We identified 1,234 differentially expressed genes (DEGs) in the *Fmr1* KO mice relative to WT, with 576 genes upregulated and 658 genes downregulated. 

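Over both sexes, 121 genes were lower and 75 higher in *Fmr1* KO than in WT mice (limma, adjusted p under 0.05, n = 7 and 8 mice), of 15261 tested. Next to *Fmr1*, the largest falls were in *Ptprv*, a receptor-type tyrosine phosphatase (log2 fold change -0.81), *Car12*, a carbonic anhydrase (-0.75), *Mid1*, a ubiquitin ligase bound to microtubules (-0.72), and *Plxnd1*, a semaphorin receptor (-0.68). *Htr1d*, a serotonin receptor, fell by 0.64, *Adra2c*, a noradrenaline receptor, by 0.58, *Rgs14*, a regulator of G protein signaling, by 0.63, *Hrk*, a promoter of apoptosis, by 0.60 and *Pdzd2* by 0.56 on the log2 scale. The largest rise was in *Ndn*, an imprinted gene expressed in postmitotic neurons, at 0.97 (standard error 0.15, adjusted p = 0.0159). It was followed by *Grm2*, a metabotropic glutamate receptor (0.59), *Hapln4*, a link protein of perineuronal nets (0.58), *Gfra2*, the neurturin receptor (0.56), and *Galnt9* (0.55). *Fhod3* (0.52), *Elavl4* (0.49), *Ephb2* (0.49), *Zmat4* (0.48) and *Zfpm2* (0.47) completed the 10 largest rises.
The standard errors of these 20 fold changes, *Fmr1* included, lay between 0.05 for *Fmr1* and 0.17 for *Ptprv*. The largest adjusted p was 0.0475, for *Elavl4* and *Zmat4*. The fold change had the same sign in males and females for all 196 DEGs, which the test over both sexes favors, since opposite changes cancel in it. For 40 of them, among these *Mid1*, *Htr1d*, *Adra2c*, *Pdzd2*, *Fhod3*, *Zmat4* and *Zfpm2*, every *Fmr1* KO mouse lay on one side of every WT mouse. Over all genes tested this held for 56, where chance would separate 0.0311%, or about 4.74. At an unadjusted p under 0.05 there were 3571 genes, where 763 would be expected by chance. Both chance figures are averages. A single component held 44.2% of the variance within groups, so many genes vary together and can exceed these figures at once.
The count changed with each mouse left out, to 21, 13, 1100 and 11 DEGs without WT males 1 to 4, 1444, 22, 5 and 8 without WT females 1 to 4, 15, 21 and 40 without *Fmr1* KO males 1, 3 and 4, and 75, 902, 42 and 665 without *Fmr1* KO females 1 to 4. Of the 20 genes, *Fmr1* and *Mid1* kept an adjusted p under 0.05 in all 15 of these fits, and with a score of striatal projection neuron genes as a covariate 1 gene, *Fmr1*, passed, against 4767 with sample quality weights.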

When we analyzed the data separately for male and female mice, 809 DEGs were found in males, with 375 genes upregulated and 434 genes downregulated. 

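In the males, *Fmr1* alone passed the test, with a log2 fold change of -0.87 (standard error 0.06, adjusted p = 0.00600) from limma on 3 *Fmr1* KO and 4 WT mice, and no gene was called higher. The next genes by adjusted p were the carbonic anhydrase *Car12* at -0.81 (standard error 0.10, adjusted p = 0.0593), *Mid1* at -0.50, the lipid droplet gene *Plin4* at 0.57 and *Slc4a5*, a bicarbonate transporter of the choroid plexus, at 0.28, all with the same adjusted p. The 24 striatal projection neuron genes listed before the data were examined were all on the lower side, with a median of -0.37. Of these, 8 were lower when adjusted over the list alone, and an exact permutation test of the list score over mice gave p = 0.143. The list holds *Adcy5*, *Ppp1r1b*, *Gng7*, *Pde1b* and *Pde7b*, which the paper names or draws as lower in these mice. In the same males the 12 thalamic and hypothalamic markers were all on the higher side, with a median of 0.47 (exact permutation test of the list score, p = 0.0571). With a neighboring-region score as a covariate, chosen after the data were seen, the median of the 24 genes was -0.014. Of 11 choroid plexus markers, 10 were on the higher side, with a median of 0.34, and 9 were higher when adjusted over the list alone. In the camera test of a list against all other genes, both lists passed, at adjusted p = 3.23e-09 and 3.20e-07. With an estimated correlation between genes neither did (adjusted p = 0.787 with an estimated correlation for projection neurons and 0.275 with an estimated correlation for choroid plexus).
Markers of oligodendrocytes, the myelinating glia, had a median of 0.17 (camera adjusted p = 0.00166, and 0.841 with an estimated correlation), and 3 of 14 were higher when adjusted over the list alone. At an unadjusted p under 0.05 there were 2625 genes, against 763 expected by chance on average, though genes are not independent. Without WT male 3 there were 322 DEGs, without *Fmr1* KO male 4 there were 2, and without WT male 4, *Fmr1* KO male 1 or *Fmr1* KO male 3 there were 0. Sample quality weights gave 1865, and the projection neuron score as a covariate 0.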

In female mice, we found 347 DEGs, with 119 genes upregulated and 228 genes downregulated (Table 3).

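In the females, 2 genes passed the test and both were lower in *Fmr1* KO mice (limma, 4 against 4 mice). *Mid1* had a log2 fold change of -0.91 (standard error 0.09, adjusted p = 0.0391) and *Fmr1* of -0.81 (standard error 0.07, adjusted p = 0.0208). *Mid1* lies on chromosome X of GRCm38 from 169685199 to 170005736, 101 Mb from *Fmr1*, and in this strain its 3' part reaches into the pseudoautosomal region. *Prg4*, which encodes the lubricin proteoglycan, came next at 0.90 (standard error 0.10, adjusted p = 0.0569). All 24 striatal projection neuron genes were on the lower side, with a median of -0.56, and 13 were lower when adjusted over the list alone (exact permutation test of the list score over mice, p = 0.0857). The 12 thalamic and hypothalamic markers were all on the higher side, with a median of 0.53 (exact permutation test of the list score over mice, p = 0.343). With a neighboring-region score as a covariate, chosen after the data were seen, the median of the 24 genes was -0.37. The 7 genes of indirect-pathway projection neurons, which carry dopamine D2 receptors, had a median of -0.55, and all 7 were lower when adjusted over the list alone. Microglia markers were lower with a median of -0.15; 11 of 12 were on the lower side and 7 were lower when adjusted over the list alone.
The camera test passed for projection neurons (adjusted p = 7.91e-12), indirect-pathway neurons (3.87e-05) and microglia (9.73e-06), and the adjusted p was 0.573 with an estimated correlation for each of them. At an unadjusted p under 0.05 there were 2209 genes. The count of DEGs was 37 without WT female 1, 1 without WT female 4, and 0 without WT female 2, WT female 3 or any 1 of *Fmr1* KO females 1, 2 and 3. Without *Fmr1* KO female 4 there were 2, but *Mid1* lost its call (adjusted p = 0.112), as it did with no filter on low values (0.0927) and with the projection neuron score as a covariate (0.284). The count was 16 with sample quality weights and 9 with the spread taken from all 15 mice.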

**Table 3:** Transcriptome analysis in the ventral striatum.

	DEGs	Up in *Fmr1* KO	Down in *Fmr1* KO
WT vs. *Fmr1* KO male + female	1,234	576	658
WT vs. *Fmr1* KO male only	809	375	434
WT vs. *Fmr1* KO female only	347	119	228

Number of differentially expressed genes (DEGs) as well as up-and down-regulated genes in the ventral striatum of *Fmr1* KO mice compared to WT mice.

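*Fmr1* encodes FMRP, an RNA-binding protein that represses translation at synapses, and lies on chromosome X of GRCm38 from 68678541 to 68717963. Its rlog value was 10.8 ± 0.101 (SD, n = 4) in WT males and 10.7 ± 0.0973 (SD, n = 4) in WT females, and 9.93 ± 0.0499 (SD, n = 3) in *Fmr1* KO males and 9.94 ± 0.118 (SD, n = 4) in *Fmr1* KO females. Every *Fmr1* KO mouse lay below every WT mouse of either sex, so the transcript levels of all 15 mice fit their genotype labels. Over both sexes, *Fmr1* had the largest fall of all DEGs, at -0.84 (standard error 0.05, adjusted p = 2.90e-07) from limma. An exact permutation test of the group means gave p = 0.0286 in the males and in the females, the smallest p that these group sizes allow, and p = 0.000408 over both sexes with mice exchanged within each sex, also the smallest.
In the males *Fmr1* had the largest fall among the DEGs because it was the single one, and in the females it had the smallest p while the fall of *Mid1* was larger. Within a sex the call rested on several mice: in the males its adjusted p was 0.0533 without WT male 4, 0.0608 without *Fmr1* KO male 1 and 0.0760 without *Fmr1* KO male 3, and in the females it lay between 0.0608 and 0.165 without WT female 2, 3 or 4 or *Fmr1* KO female 1, 2 or 3. The male call was also lost with the projection neuron score as a covariate (-0.83, adjusted p = 0.146) and with a neighboring-region score, chosen after the data were seen (-0.78, adjusted p = 0.280).

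**Figure D1:**
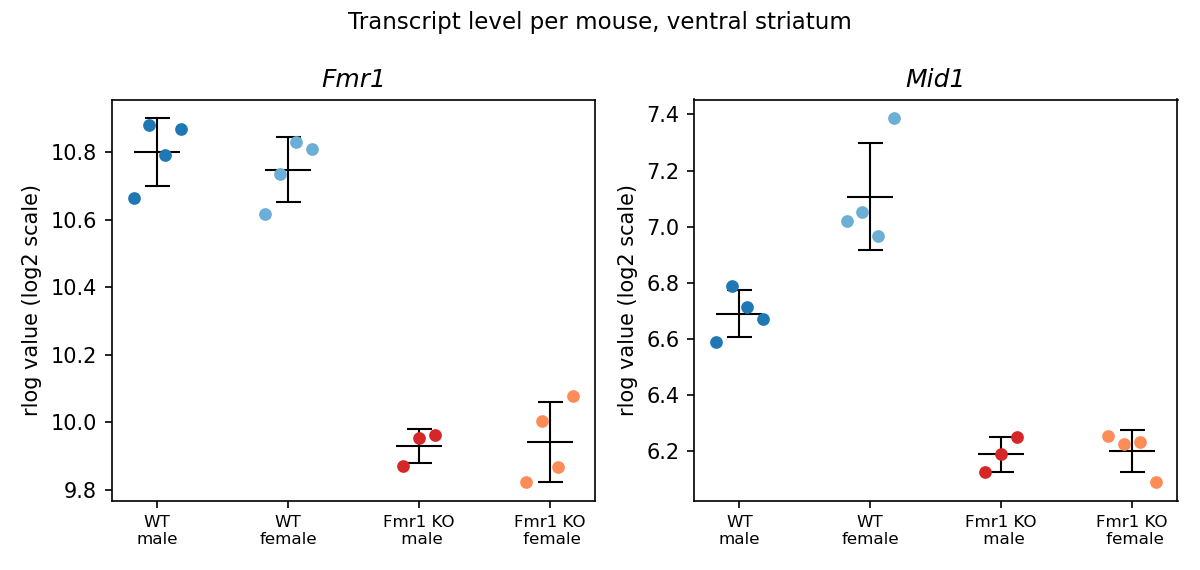
rlog values on a log2 scale of *Fmr1* (left) and *Mid1* (right) in the ventral striatum of each mouse, with 1 point per mouse and the mean and SD of each group in black; the axes do not start at 0. *Fmr1* lies between 9.82 and 10.1 in the 7 *Fmr1* KO mice and between 10.6 and 10.9 in the 8 WT mice, and *Mid1* between 6.09 and 6.25 and between 6.59 and 7.39.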

As anticipated, *Fmr1* was the top downregulated DEG in both male and female mice. These findings were validated by qPCR analysis of *Fmr1* mRNA expression in the striatum, which showed very low but detectable levels in the *Fmr1* KO mice compared to WT mice (Supplementary Figure S2A). Western blot showed that FMRP was not detectable at all in either male or female *Fmr1* KO mouse striatum (Supplementary Figure S2B). WT male and female mice showed robust *Fmr1* mRNA and FMRP expression in the striatum.

### Gene set enrichment analyses

The KEGG enrichment analysis of the 1,234 DEGs (Figure 4A) revealed 40 significantly enriched pathways. 

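Members of the substance dependence pathways were compared through lists written from memory of KEGG before the data were examined. *Pdyn*, the precursor of the dynorphin peptides, was lower and *Grm2* higher among 44 tested genes of cocaine addiction, and none of the other 42 passed the test (limma, adjusted p under 0.05, 7 *Fmr1* KO and 8 WT mice). Among 58 genes of amphetamine addiction, *Camk2g*, a subunit of calcium/calmodulin-dependent kinase, was higher and *Pdyn* lower. In alcoholism, without its histones, 3 of 90 genes were called and all were lower: *Hras* (-0.34), *Gng10*, a G protein gamma subunit (-0.24), and *Pdyn*. In morphine addiction, 3 of 85 were called, *Grk5* and *Gng10* lower and *Grk3* higher, and in nicotine addiction 0 of 34, with 6 lower and 10 higher at an unadjusted p under 0.05 from limma. At that unadjusted p there were 19 of 44 cocaine, 30 of 58 amphetamine, 42 of 90 alcoholism, 41 of 85 morphine and 16 of 34 nicotine genes. Over all genes tested the share was 23.4%, and the excess in the lists was not tested. The paper had found these pathways enriched in the same mice, so the excess is not independent evidence.
When adjusted over the list alone, 2 genes were higher and 8 lower in cocaine addiction, 7 and 16 in amphetamine addiction, 10 and 19 in alcoholism, 13 and 19 in morphine addiction, and 5 and 2 in nicotine addiction. In the fry test for changes in either direction, each of the 5 lists passed, with adjusted p between 0.00730 and 0.0149. That test does not compare a list with other genes. The camera test does, but for a shift of the list to the same side, so members that rise and members that fall cancel. Its adjusted p lay between 0.123 for amphetamine addiction and 0.958 for morphine addiction. Fisher's exact test of the overlap of the 196 DEGs with the lists gave adjusted p from 0.514 for cocaine addiction to 1 for nicotine addiction, over 47 lists.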

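Signaling genes moved in both directions between *Fmr1* KO and WT mice. Of 37 genes of calcium and calmodulin signaling, listed before the data were examined, 26 were on the lower side, among them *Camk2b* at -0.29 (standard error 0.08, adjusted p = 0.0602) from limma and *Itpr1*, the calcium release channel of the endoplasmic reticulum, at -0.53 (adjusted p = 0.0723). *Camk2g*, at 0.27 (standard error 0.06, adjusted p = 0.0461), was the member that passed the test, and it rose. *Hras*, a small GTPase upstream of MAP kinases, was the called member of 32 genes of Ras and MAP kinase signaling, with an adjusted p of 0.0457. Of 16 genes of the circadian clock, *Arntl*, which encodes the activator BMAL1, fell by 0.30 (adjusted p = 0.0339) and *Cry1*, which encodes a repressor of the clock, by 0.19 (adjusted p = 0.0461).
Among 19 genes of the glucocorticoid and stress response, *Zbtb16*, a transcription factor induced by glucocorticoids, rose by 0.42 (adjusted p = 0.0317), and none of the others passed, with *Fkbp5* at -0.20 and *Tsc22d3* at 0.25. No member of 19 immediate early genes, which respond to neuronal activity, was called by limma, and 15 were on the lower side, with *Homer1* at -0.49 and *Egr3* at -0.55; 3 were lower and 0 higher at an unadjusted p under 0.05. When adjusted over the list alone, 5 calcium genes were higher and 16 lower, 2 and 5 Ras and MAP kinase genes, 1 and 4 clock genes, 2 and 2 stress genes, and 0 and 2 immediate early genes. Against all other genes, calcium signaling was lower as a list, with a median of -0.17 (camera adjusted p = 0.00214, and 0.661 with an estimated correlation). With the score of striatal projection neuron genes as a covariate its median was 0.01 (adjusted p = 0.613, the alternatives giving 5.34e-05 to 0.661). The camera adjusted p of the other lists lay between 0.118 for Ras and MAP kinase signaling and 0.773 for the stress response. With 1 mouse left out, the calls of *Hras*, *Camk2g* and *Cry1* were each lost in 11 of 15 fits, that of *Arntl* in 10 and that of *Zbtb16* in 9, with adjusted p up to 0.109. All 5 calls held without WT male 3, WT female 1, *Fmr1* KO female 2 or *Fmr1* KO female 4; that of *Arntl* held also without *Fmr1* KO male 4, and that of *Zbtb16* also without *Fmr1* KO female 1 or 3.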

The vast majority (75%) of the total number of DEGs contributed to only 4 categories namely, nervous system, substance dependence, signal transduction, and endocrine system. 

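Of 21 tested genes of the serotonin and noradrenaline systems, *Adra1d*, an alpha-1 noradrenaline receptor, rose with a log2 fold change of 0.40 (standard error 0.06, adjusted p = 0.0145) from limma, and *Adra2c* and *Htr1d* fell, with adjusted p = 0.0145 and 0.0159. Of 15 opioid and cannabinoid genes, *Penk*, the precursor of the enkephalins, fell at -0.48 (standard error 0.09, adjusted p = 0.0366), as did *Pdyn*. No gene of the GABA, acetylcholine or dopamine systems was called by limma, while at an unadjusted p under 0.05 there were 6 higher and 5 lower of 28 GABA genes, 4 and 2 of 17 acetylcholine genes, and 2 and 7 of 15 dopamine genes. The members nearest to the threshold were *Gabbr2*, a GABA-B receptor subunit, at 0.32 (adjusted p = 0.0526), *Gabrd*, a subunit of extrasynaptic GABA-A receptors, at -0.51 (adjusted p = 0.0526), and *Chrm2*, a muscarinic receptor, at 0.32 (adjusted p = 0.0782).
When adjusted over the list alone, 3 serotonin and noradrenaline genes were higher and 3 lower, 1 and 2 opioid and cannabinoid genes, 2 and 1 GABA genes, 4 and 2 acetylcholine genes, and 2 and 6 dopamine genes. In the camera test the adjusted p of these lists lay between 0.0826 for dopamine and 0.723 for serotonin and noradrenaline. *Adra2c* lost its call without WT female 3 (adjusted p = 0.0551), as did *Adra1d* (0.0551), and *Htr1d* without WT female 3 or 4 (up to 0.0551). *Penk* kept it without WT male 3, WT female 1, *Fmr1* KO female 2 or *Fmr1* KO female 4 and lost it without any other mouse (up to 0.0942).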

Among the nervous system associated pathways, neurotransmission (e.g., glutamatergic synapse, GABAergic synapse, cholinergic synapse, dopaminergic synapse, serotonergic synapse, norepinephrine signaling) was prominently represented.

**Figure 4:**
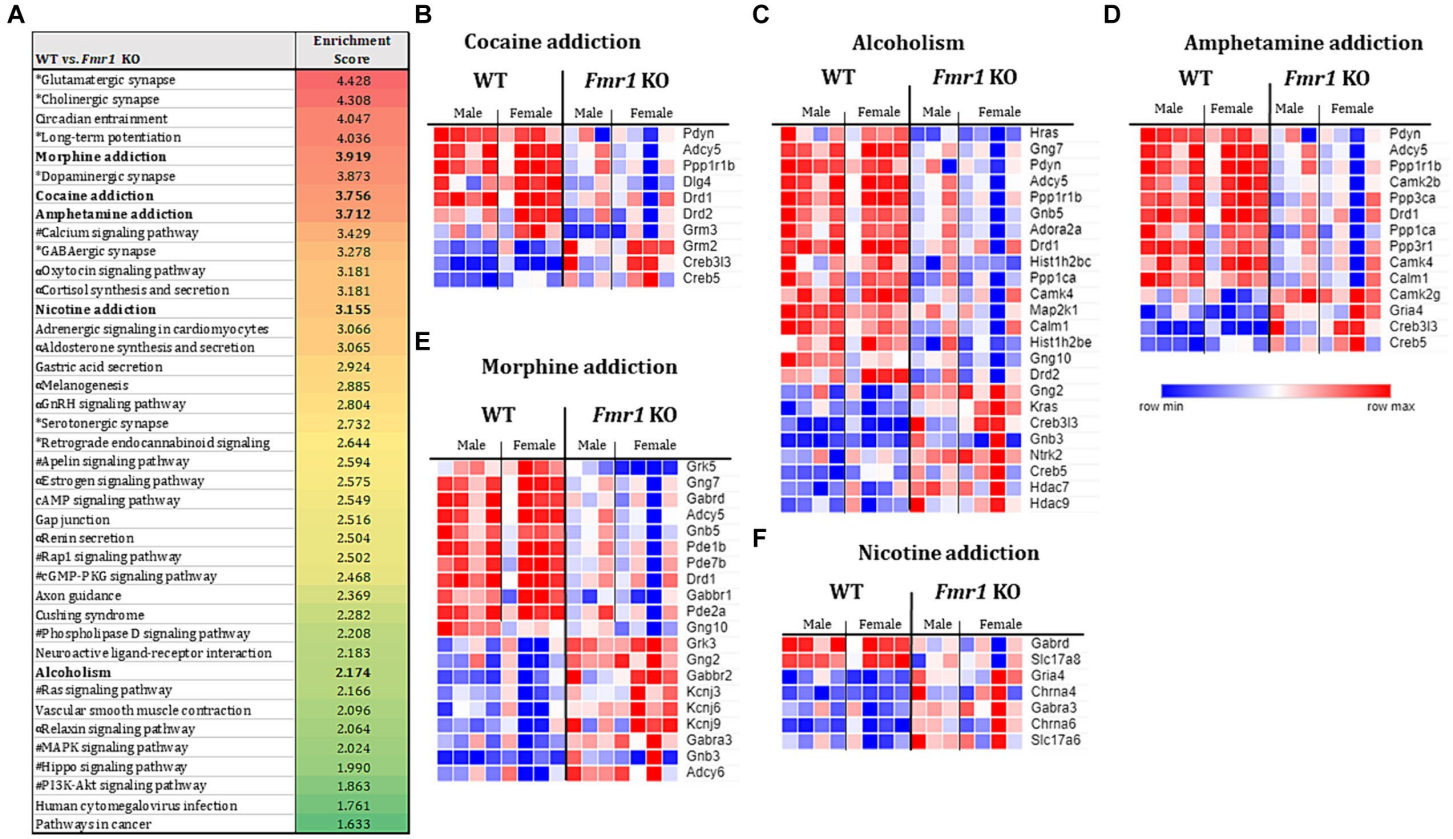
Transcriptome profiling of the ventral striatum by RNA sequencing in WT and *Fmr1* KO mice. KEGG gene set enrichment analysis of 1,243 differentially expressed genes (DEGs) in WT and *Fmr1* KO mice (data from males and females were combined) identified 40 significantly enriched pathways **(A)**. The pathways fall into 4 main categories (unique symbol for each pathway in **A**) namely, the nervous system (*); substance dependence (bold font) signal transduction (#), and the endocrine system (α). Heat map of normalized expression values of DEGs for male and female WT (male *n* = 4, female *n* = 4) and *Fmr1* KO (male *n* = 3, female *n* = 4) (columns) in each of the 5 substance dependence categories namely, cocaine addiction **(B)**, alcoholism **(C)**, amphetamine addiction **(D)**, morphine addiction **(E)**, and nicotine addiction **(F)**. The dark blue to dark red gradient represents gradient of minimum to maximum expression, respectively **(B–F)**.

Consistent with the KEGG pathway analysis, phenotype set enrichment analysis of the 1,234 DEGs identified drug reward pathways as being significantly enriched. Among the enriched reward pathways, conditioned place preference and behavioral response to morphine were at the very top of the list. In addition, multiple pathways associated with neurotransmission (e.g., synaptic transmission, and increased susceptibility to neuronal excitotoxicity, abnormal glutamate-mediated receptor currents, and abnormal excitatory postsynaptic currents pathways) were identified as well (Supplementary Figure S3).

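Of 38 tested genes known for place preference and the response to morphine, listed before the data were examined, *Penk* and *Pdyn* were lower and *Grm2* was higher in *Fmr1* KO mice (limma, adjusted p under 0.05, n = 7 *Fmr1* KO and 8 WT mice). *Grm2*, a presynaptic metabotropic glutamate receptor that limits glutamate release, had an adjusted p of 0.0403 (standard error 0.12). When adjusted over the list alone, 3 genes were higher and 14 lower. Members on the lower side included *Tac1*, the precursor of substance P, at -0.38 (adjusted p = 0.0833), *Adora2a*, the adenosine receptor of indirect-pathway neurons, at -0.56 (adjusted p = 0.0694), and *Grm5* at -0.32 (adjusted p = 0.0760). The potassium channel genes *Kcnj6* and *Kcnj9*, which act downstream of opioid receptors, were on the higher side at 0.43 and 0.30 (adjusted p = 0.0596 and 0.0748).
The list holds *Pdyn*, *Drd1*, *Ppp1r1b*, *Adcy5* and *Drd2*, which the paper names or draws as lower in these mice, and *Grm2*, drawn as higher. A test of the list is therefore not independent of the paper's results. As a list these genes were lower than all others, with a median of -0.15 (camera adjusted p = 0.0478, and 0.661 with an estimated correlation). The call was lost without WT males 2, 3 or 4, WT females 2 or 4, *Fmr1* KO male 1 or *Fmr1* KO females 1 or 2, at adjusted p up to 0.0888. With the score of striatal projection neuron genes as a covariate the adjusted p was 0.745, the alternatives giving 0.0126 to 0.745.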

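Glutamate genes lay on both sides of WT levels. Of 44 tested receptors, transporters, enzymes and scaffold genes of the glutamate system, 2 passed the test and both were higher in *Fmr1* KO mice: *Grm2* and *Slc38a2*, a glutamine transporter, the latter at 0.26 (standard error 0.06, adjusted p = 0.0458) from limma. When adjusted over the list alone, 9 genes were higher and 7 lower. *Gria4*, an AMPA receptor subunit, had 0.17 (adjusted p = 0.0526), and *Gls2*, a glutaminase, 0.24 (adjusted p = 0.0611). The vesicular glutamate transporters did not pass the test and lay on opposite sides, with *Slc17a6*, found in thalamic and hypothalamic neurons, at 1.13 (standard error 0.36, adjusted p = 0.0838) and *Slc17a8* at -0.40 (standard error 0.11, adjusted p = 0.0657). The postsynaptic scaffold genes *Shank3* and *Dlg4*, the latter encoding PSD-95, were on the lower side, at -0.41 (adjusted p = 0.0709) and -0.28 (adjusted p = 0.0657).
As a list the glutamate genes had a median of -0.06 and a mean of 0.01, which differ in sign, and a camera adjusted p of 0.748. Of 12 tested markers of the thalamus and hypothalamus, *Slc17a6* among them, all were on the higher side in the same mice. *Slc38a2* lost its call in 11 of 15 fits with 1 mouse left out (adjusted p up to 0.106) and kept it without WT male 3, WT female 1, *Fmr1* KO female 2 or *Fmr1* KO female 4, as did *Grm2*, which also kept it without *Fmr1* KO female 1.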

Evaluation of gene expression in the cocaine addiction, alcoholism, and amphetamine addiction pathways for male and female WT and *Fmr1* KO mice revealed that approximately 30% of the DEGs were upregulated and 70% were downregulated in the *Fmr1* KO mice (Figures 4B–D). 

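The genes drawn in the heat maps of Figure 4 were compared one by one over both sexes; the study chose them on these mice, so their directions are not independent evidence. Of 10 genes in the cocaine addiction panel, 7 were on the lower and 3 on the higher side in *Fmr1* KO mice (70% and 30%). Of 24 in the alcoholism panel there were 16 and 8 (66.7% and 33.3%), and of 14 in the amphetamine addiction panel 10 and 4 (71.4% and 28.6%). All of these genes had the direction shown in the figure, as read by eye. Among the lower genes were *Gng7*, a G protein subunit of projection neurons, at -0.52 (standard error 0.13, adjusted p = 0.0534) from limma, *Ppp3ca*, which encodes calcineurin A, at -0.39 (standard error 0.12, adjusted p = 0.0758), and the dopamine receptor *Drd2* at -0.47 (standard error 0.15, adjusted p = 0.0972). Among the higher ones were *Gng2* at 0.54 (standard error 0.13, adjusted p = 0.0502), and *Hdac9*, a histone deacetylase, at 0.19 (standard error 0.06, adjusted p = 0.0953).
At an adjusted p under 0.05, *Pdyn* was called in all 3 panels, *Grm2* in that of cocaine, *Hras* and *Gng10* in that of alcoholism and *Camk2g* in that of amphetamine. At an unadjusted p under 0.05 from limma there were 7 lower and 2 higher genes in the cocaine panel, 16 and 7 in the alcoholism panel and 10 and 3 in the amphetamine panel. In the wider lists written from memory of KEGG, 10 of 19 cocaine genes at an unadjusted p under 0.05 were lower (52.6%, exact binomial 95% interval 28.9% to 75.6%), 22 of 42 alcoholism genes (52.4%, 36.4% to 68.0%) and 19 of 30 amphetamine genes (63.3%, 43.9% to 80.1%). The calls of *Pdyn*, *Hras*, *Gng10* and *Camk2g* were each lost without 11 of the 15 mice, and held without WT male 3, WT female 1, *Fmr1* KO female 2 or *Fmr1* KO female 4.
The paper states that drug reward and substance dependence pathways are enriched among the DEGs of the *Fmr1* KO ventral striatum, in the KEGG as in the phenotype analysis. From the enrichment of motivation and drug reward pathways, it proposes that these mechanisms are compromised in *Fmr1* KO mice, and it states that the enrichment itself does not give the direction of the change.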

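*Pdyn*, *Adcy5*, *Ppp1r1b* and *Drd1* mark projection neurons of the striatum, which make up most of its cells. *Pdyn*, on chromosome 2 of GRCm38 from 129686565 to 129699844, encodes prodynorphin and fell in *Fmr1* KO mice at -0.52 (standard error 0.12, adjusted p = 0.0461) from limma (n = 7 *Fmr1* KO and 8 WT mice). *Adcy5*, the main adenylate cyclase of the striatum (chromosome 16, 35154877 to 35305738), had -0.47 (standard error 0.12, adjusted p = 0.0534). *Ppp1r1b*, which encodes DARPP-32 (chromosome 11, 98348404 to 98357796), had -0.54 (standard error 0.14, adjusted p = 0.0560), and the dopamine D1 receptor gene *Drd1* (chromosome 13, 54051183 to 54055705) -0.53 (standard error 0.16, adjusted p = 0.0769). The 3 last named did not pass the test. Of the wider list of 24 projection neuron genes, all were on the lower side with a median of -0.48, 1 (*Rgs14*) passed over all genes tested and all 24 were lower when adjusted over the list alone. The list holds *Adcy5*, *Ppp1r1b*, *Gng7*, *Pde1b* and *Pde7b*, which the paper names or draws as lower in these mice. The same holds for *Pdyn* and *Drd1* among direct-pathway genes and *Drd2* among indirect-pathway genes. These members are not independent evidence.
Other members were *Ptpn5*, the striatal-enriched phosphatase STEP (-0.36), the transcription factor *Bcl11b* (-0.48) and *Arpp21* (-0.49). Of 8 genes of direct-pathway neurons, which carry D1 receptors, *Slc35d3* and *Pdyn* were called lower and 5 were lower when adjusted over the list alone (median -0.38). Of 7 of indirect-pathway neurons, *Penk* was called lower and 6 were lower when adjusted over the list alone (median -0.47). Against all other genes, the camera adjusted p was 1.43e-13 for the 24 genes, 0.00310 for the direct and 7.93e-05 for the indirect pathway; it was 0.661 with an estimated correlation for each. Exact permutation tests of the list scores, with mice as replicates, gave p = 0.0118, 0.00122 and 0.00367, and 0.0924, 0.0549 and 0.0549 when adjusted over the lists. For the 19 projection neuron genes that the paper does not name, the camera adjusted p was 8.68e-11. That call was also lost with an estimated correlation. The exact permutation test of their score gave p = 0.0135, and 0.0924 when adjusted over the lists. In the same mice, 12 of 12 tested markers of the thalamus and hypothalamus were on the higher side, with a median of 0.56 (camera adjusted p = 0.000791, and 0.661 with an estimated correlation), and 12 of 13 markers of the septum, pallidum and preoptic area, with a median of 0.22 (adjusted p = 0.0861). Exact permutation tests of these list scores gave p = 0.0278 and 0.174, and 0.113 and 0.269 when adjusted over the lists. After subtraction of the group means, the score of 19 projection neuron genes that the paper does not name and the score of the neighboring-region markers had a Pearson r of -0.883 (permutation test, p = 1e-05, the smallest that 100000 draws give) and a Spearman rho of -0.836 (permutation p = 0.00017) over 15 mice. The r was -0.842 without the 2 mice farthest from the median, and it was the 1 such relation computed. With the neighboring-region score as a covariate, a setting chosen after the data were seen, the median of the 24 genes was -0.20 over both sexes, -0.014 in the males and -0.37 in the females. Without WT female 1, *Fmr1* KO female 2 or *Fmr1* KO female 4 all 4 genes passed, while *Pdyn* lost its call without any 1 of 11 mice (adjusted p up to 0.109).

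**Figure D2:**
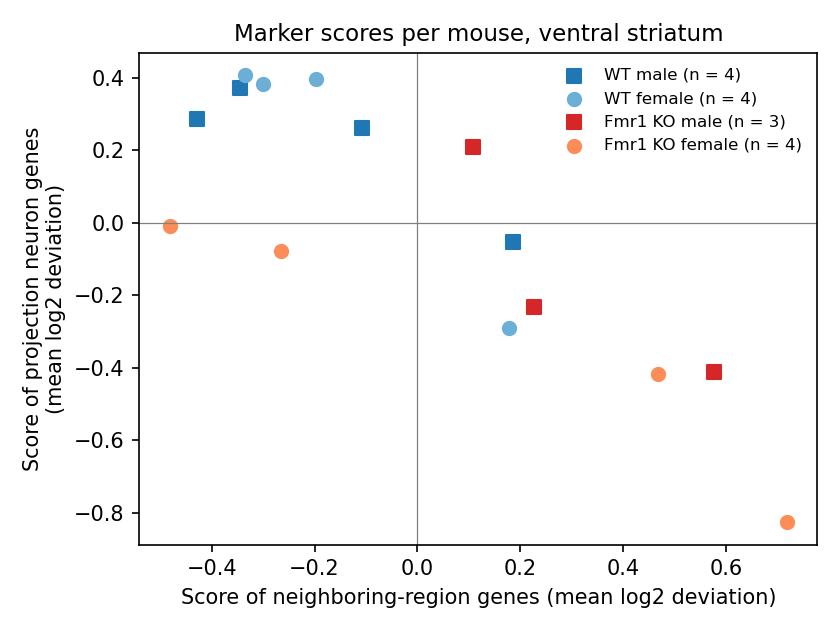
Score of 19 striatal projection neuron genes against the score of septal, pallidal, preoptic, thalamic and hypothalamic markers, each the mean log2 deviation of the rlog values from the mean over all mice, with 1 point per mouse and colors for the 4 groups. WT female 1 (-0.29) and WT male 3 (-0.05) have the lowest projection neuron scores among the WT mice, and *Fmr1* KO female 3 has the lowest of all (-0.83).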

Among the downregulated DEGs *Pdyn* (prodynorphin), *Adyc5* (adenylate cyclase 5), *Ppp1r1b* (protein phosphatase 1 regulatory inhibitor subunit 1B) and *Drd1* (dopamine receptor D1) were common to all 3 pathways. 

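*Creb5* and *Creb3l3*, which encode cAMP-responsive transcription factors, were on the higher side in *Fmr1* KO mice without passing the test. *Creb5*, on chromosome 6 of GRCm38 from 53287270 to 53700376, had a log2 fold change of 0.27 (standard error 0.09, adjusted p = 0.0995) from limma (7 *Fmr1* KO against 8 WT mice), with 0.35 in the males and 0.21 in the females. *Creb3l3*, a factor bound to the endoplasmic reticulum membrane (chromosome 10, 81084324 to 81098874), was at a mean rlog of 2.51, below the minimum of 3 for testing. Without that minimum, over the 20223 genes that vary between mice, its log2 fold change was 0.07 (standard error 0.02, adjusted p = 0.0692), from 2.47 ± 0.0203 (SD, n = 8) in WT to 2.55 ± 0.0406 (SD, n = 7) in *Fmr1* KO mice. An exact permutation test within each sex gave *Creb3l3* p = 0.000408, the smallest it can give. The gene was chosen because the paper reports it as upregulated in these mice, so this p is not independent evidence. At so low a level rlog values are drawn close together, and the size of the difference cannot be read as a fold of the mRNA.
*Creb5* passed the threshold with sample quality weights and without *Fmr1* KO female 4, with adjusted p from 0.0412 to 0.999 over 26 alternatives.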

Among the upregulated DEGs, *Creb5* (cAMP responsive element binding protein 5) and *Creb3l3* (cAMP responsive element binding protein 3 like 3) were common to all 3 pathways (Figures 4B–D). Evaluation of gene expression in the nicotine addiction pathway revealed gene expression changes that were opposite to those in the other 3 pathways (Figure 4F). Specifically, approximately 30% of the DEGS were downregulated and 70% were upregulated in the nicotine addiction pathway. 

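Of the 7 genes in the nicotine addiction panel of Figure 4F, 2 were on the lower side in *Fmr1* KO mice, *Gabrd* and the vesicular glutamate transporter *Slc17a8*, and 5 on the higher side (28.6% and 71.4%), all with the direction of the figure, for which the study chose them on these mice. *Slc17a6* had the largest difference of the higher genes, and *Gabra3*, a GABA-A receptor subunit, had 0.40 (standard error 0.11, adjusted p = 0.0661) from limma. *Chrna4*, a subunit of the main nicotinic receptor of the brain, had 0.38 (standard error 0.12, adjusted p = 0.0951). *Chrna6*, a nicotinic subunit of dopamine neurons, was below the minimum for testing, and over all 20223 varying genes it had 0.09 (standard error 0.02, adjusted p = 0.0886). None of the 6 tested genes passed over all genes; 2 were lower and 4 higher at an unadjusted p under 0.05 from limma. In the wider list, 6 of 16 genes at that p were lower (37.5%, exact binomial 95% interval 15.2% to 64.6%).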

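Of the 20 genes drawn in the morphine addiction panel, chosen by the study on these mice, 11 were on the lower and 9 on the higher side in *Fmr1* KO mice (55% and 45%). Both receptor kinases with a call went apart: *Grk5* fell at -0.25 (standard error 0.05, adjusted p = 0.0339) and *Grk3* rose at 0.27 (standard error 0.06, adjusted p = 0.0463) in limma over both sexes. The phosphodiesterase genes *Pde1b* (-0.45), *Pde2a* (-0.33) and *Pde7b* (-0.44), which break down cyclic nucleotides, were on the lower side, with adjusted p = 0.0709, 0.0787 and 0.0835. *Kcnj3*, a subunit of G protein-gated potassium channels (0.43, adjusted p = 0.0723), and *Adcy6* (0.32, adjusted p = 0.0721) were on the higher side. *Gabbr1*, a GABA-B receptor subunit, had -0.10 (adjusted p = 0.127) and changed sign with quantile normalization. All 20 genes had an unadjusted p under 0.05. In the wider list written from memory of KEGG, 21 of 41 genes at that p were lower (51.2%, exact binomial 95% interval 35.1% to 67.1%). *Grk5* and *Grk3* kept their calls without WT male 3, WT female 1, *Fmr1* KO female 2 or *Fmr1* KO female 4, and *Grk5* also without WT male 1 or *Fmr1* KO male 1; without any other mouse they were lost (adjusted p up to 0.0891 and 0.109).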

In the morphine addiction pathway, approximately equal proportion (50%) of the DEGs were upregulated and downregulated (Figure 4E).

## Discussion

Our data show that *Fmr1* KO mice show significant changes in locomotor activity, approach-avoidance behavior, motor impulsivity, and nest building behavior. Striatal GABA, glutamate and serotonin tissue concentrations are significantly decreased in the *Fmr1* KO mice. RNA sequencing of the ventral striatum identified 1,234 DEGs in the *Fmr1* KO mice relative to WT mice. 

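The genotype differences of males and females were positively correlated, but not with a marker score as a covariate. Across the 15261 genes the log2 fold changes of the sexes had a Pearson correlation of 0.589 and a Spearman correlation of 0.454, and 63.0% had the same sign; genes are not independent replicates. Of the 200 genes with the smallest p in males, 194 had the same sign in females, and of those in females 161 in males. The test of the difference itself, the interaction of genotype and sex in limma, called 0 genes at an adjusted p under 0.05, and 913 had an unadjusted p under 0.05 where chance gives 763 on average. In simulated data this fit recovered 0% of genes that differed by a log2 of 0.25 and 52.2% at 0.5, so differences of that size are not excluded. The smallest p-values were those of *Slc35f4*, with -0.26 in the males and 0.13 in the females, *Prg4* (-0.01 and 0.90), *Plin4* (0.57 and 0.11), *Slc4a5* (0.28 and -0.01) and *Prcp* (-0.16 and 0.17), with an interaction adjusted p of 0.791 for *Slc35f4*. The difference of *Mid1*, at -0.40, had an unadjusted p of 0.00431.
Choroid plexus markers differed as a list, with a median of -0.28 for the female minus the male fold change, all 11 lower in females and 5 when adjusted over the list alone (camera adjusted p = 3.08e-07, and 0.615 with an estimated correlation). FMRP targets (-0.11, camera adjusted p = 0.00137) and clock genes (-0.11, 0.0380) had lower fold changes in females, with adjusted p = 0.998 with an estimated correlation for both. The Pearson correlation between the sexes was -0.266 with the projection neuron score as a covariate in each. It was 0.012 with the neighboring-region score, a setting chosen after the data were seen.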

Sex differences were evident in nest building behavior, striatal neurotransmitter content, and the number of differentially expressed genes in the ventral striatum.

There are significant genotypic differences between humans with FXS and the *Fmr1* KO mouse model used here, especially between males and females. In FXS, the affected males carry the CGG expansion in the mutant *FMR1* gene on the X chromosome and lack a “normal” copy of *FMR1*. FXS carrier females have a mutant and a normal *FMR1* allele each on their X chromosomes. Although rare, women may carry two copies of the mutant *FMR1* gene (one on each X chromosome) (Vafaeie et al., 2021). In the *Fmr1* KO mouse model used here, the *Fmr1* gene is deleted in both males and females. We show that *Fmr1* mRNA expression (Supplementary Figure S2A) was virtually absent (only low levels were expressed) (Yan et al., 2004) and FMRP expression was undetectable in the striatum (Supplementary Figure S2B) in both sexes of the *Fmr1* KO mouse. Thus, genotype differences between humans with FXS and the *Fmr1* KO mouse should be considered while extrapolating data from the *Fmr1* KO mouse to humans with FXS.

Our findings from the behavioral assays are largely consistent with previous reports that used the *Fmr1* KO mouse model used here. For example, our findings of increased spontaneous exploratory activity and locomotor activity in the *Fmr1* KO mice are consistent with findings from multiple previous studies, although the methods used for the analysis differed among the studies (Bakker et al., 1994; Dahlhaus and El-Husseini, 2010; Spencer et al., 2005; Peier et al., 2000; Pietropaolo et al., 2011; Ding et al., 2014; Gholizadeh et al., 2014; Uutela et al., 2014; Mineur et al., 2002; Liu et al., 2011; Longo et al., 2023).

The elevated plus maze assay revealed significant increases in time spent in the open arms and the number of entries into the open arms in the *Fmr1* KO mice, consistent with findings from previous reports (Arsenault et al., 2016; Dansie et al., 2013; Sare et al., 2016). We interpret this outcome as evidence of increased approach behavior (Buck et al., 2019), suggestive of novelty-seeking and risk-taking (Cloninger, 1986; Hansson et al., 2012; Kelley et al., 2004; Wang et al., 2015). Others interpreted these outcomes as evidence of reduced anxiety (Hagerman et al., 2017; Spencer et al., 2005; Schaefer et al., 2017). Further studies would be necessary to discriminate between approach-avoidance and anxiety-like behaviors in the *Fmr1* KO mice.

The cliff avoidance reflex assay revealed motor impulsivity in the *Fmr1* KO mice consistent with previous reports in the literature (Moon et al., 2006). The *Fmr1* KO mice were 10 times more likely to fall from the platform compared to the WT mice, as indicated by their poor cliff avoidance reflex score. It is possible that the increased number of falls are the result of the increased spontaneous locomotor activity, exploratory activity or approach behavior in the *Fmr1* KO mice rather than the result of motor impulsivity *per se*. Our data do not discriminate between these possibilities fully. However, the *Fmr1* KO mice did not show increased arm entries in the Y-maze (Figure 2E) nor did they show increased locomotor activity during nest building in the novel environment (Supplementary Figure S4). In other words, the increased locomotor activity, exploratory activity, or approach behavior did not transfer to these behavioral assays. Therefore, we suggest that the outcome from the cliff avoidance reflex assay reflects motor impulsivity in the *Fmr1* KO mice.

Individuals with FXS are often diagnosed with social phobia and social interaction deficits and some of these behaviors have been recapitulated in the *Fmr1* KO mouse model, although findings from the different studies are variable (Dahlhaus and El-Husseini, 2010; Spencer et al., 2005; Pietropaolo et al., 2011; Mineur et al., 2002; Liu et al., 2011; McNaughton et al., 2008). We used the tube test of social dominance, which has been used to study social hierarchy in mice (Fan et al., 2019). We found that *Fmr1* KO mice lost significantly more matches when paired against age- and sex-matched WT partners in the tube test and were 14 times more likely to lose a match regardless of sex, suggesting a significant impairment of social dominance. These findings are consistent with previous reports of impaired social dominance in the *Fmr1 KO* mice (Spencer et al., 2005; Pacey et al., 2011).

We found significant deficits in nest building behavior in the *Fmr1* KO mice in the home as well as novel environments, consistent with findings from previous studies (Gurney et al., 2017; Carreno-Munoz et al., 2018; Gross et al., 2019; Gross et al., 2015). Nest building is a motivated behavior displayed by both sexes of multiple species. Poor quality of the nest or delay in building a fully formed nest reflect deficits in motivated behaviors and arousal-anxiety disequilibrium (Jacobson et al., 2020). The environment of the novel cage introduces an element of anxiety, which the mice must overcome to build the nest. Limbic circuits involving the hippocampus and ventral striatum, which influence motivated behaviors as well as emotional behaviors including anxiety, play a role in the regulation of nest building behavior (Deacon et al., 2002; Luo et al., 2018). The specific contributions of motivation, reward, and anxiety-arousal to nest building are difficult to distinguish and the contribution of each to the overall deficit in nest building in the *Fmr1* KO mouse is difficult to establish using the nest building assay alone. Additional studies will be necessary to address these issues.

The poor nest building and the increased “approach” behavior (or reduced anxiety-like behavior) exhibited by the *Fmr1* KO mice in the elevated plus maze assay could have common origins. The nest building behavior likely reflects intrinsic motivation to create a place of safety, warmth and protection. If one conceded the speculative interpretation that the poor nest building by the *Fmr1* KO mice reflects “disregard” for safety, then such behavior would be consistent with the increased “approach” behavior in the elevated plus maze. We emphasize that additional research would be needed to test the validity of this suggestion.

We did not find significant differences between *Fmr1* KO and WT mice in spatial working memory or object-based attention. There are reports of significant deficits in working memory and attention in the *Fmr1* KO mice, although a consensus is yet to emerge (review in Kazdoba et al., 2014). Methodological differences may contribute to the variability in outcomes.

A principal goal of the present study was an investigation of sex differences in the behavioral traits in the *Fmr1* KO mouse model. Selective analysis of male mice is frequent in FXS research (Spencer et al., 2005; Arsenault et al., 2016; Dansie et al., 2013; Sare et al., 2016; Pacey et al., 2011). However, when both sexes of mice are examined, as in the present study, lack of sex differences in behavioral parameters is a frequent finding (Bakker et al., 1994; Ding et al., 2014; Gholizadeh et al., 2014; Gauducheau et al., 2017; Schmitt et al., 2022). Consistent with this observation, a comparison between male and female mice showed that most of the behavioral traits analyzed here did not show a sex difference. Nest building in the novel environment was the only behavior that showed significant effects of sex x genotype. The nest building deficits in the novel environment were more pronounced and emerged earlier in the task in male *Fmr1* KO mice compared to females. Nest building deficits in male *Fmr1* KO mice were reported by others, although these reports did not study female mice (Gurney et al., 2017; Carreno-Munoz et al., 2018; Gross et al., 2019; Gross et al., 2015).

Analysis of neurotransmitter content showed significant deficits in striatal GABA and glutamate content in male *Fmr1* KO mice, and deficits in serotonin content in male and female *Fmr1* KO mice demonstrating significant sex differences. Previous studies reported an overall reduction in GABA tone in FXS patients as well as *Fmr1* KO mice based on analysis of GABA synthesis, release, and GABA receptor signaling mechanism (for review see Paluszkiewicz et al., 2011; Dionne and Corbin, 2021). Reduced glutamatergic neurotransmission has not been reported in FXS patients. However, metabotropic glutamate receptor antagonists produce behavioral improvements in *Fmr1* KO mouse models (Yan et al., 2005; Xu et al., 2012; Osterweil et al., 2010), which implies increased rather than decreased glutamatergic tone in the *Fmr1* KO mouse brain. In some patients with FXS, lack of FMRP may affect serotonin-mediated pathways (Hanson and Hagerman, 2014; Protic et al., 2019) and serotonin receptor agonists and selective serotonin reuptake inhibitors have been shown to ameliorate behavioral deficits in the *Fmr1* KO mouse (Uutela et al., 2014; Costa et al., 2018; Tao et al., 2023; Kim et al., 2022). The deficits in striatal glutamate, GABA and serotonin likely contribute to the behavioral changes observed in the *Fmr1* KO mice, although a correlation with each behavioral trait is difficult to establish. Further study to characterize potential changes in pharmacological targets of neurotransmission such as receptor signaling, neurotransmitter synthesis and re-uptake could offer direct translational implications for FXS.

KEGG and phenotype gene set enrichment analyses identified signal transduction, nervous system, and endocrine system categories were significantly enriched in the *Fmr1* KO mouse ventral striatum (Figure 4). Consistent with data from the tissue neurotransmitter content assays, neurotransmission (e.g., glutamatergic synapse, GABAergic synapse, cholinergic synapse, dopaminergic synapse, serotonergic synapse, norepinephrine signaling) category was prominently represented among the enriched pathways.

Gene set enrichment analysis further highlighted substance dependence and drug reinforcement as significantly enriched pathways in the *Fmr1* KO ventral striatum. Cocaine, amphetamine, nicotine, morphine, and alcohol addiction pathways were among the significantly enriched. Downregulated DEGs such as *Pdyn*, *Ppp1r1b*, *Drd1*, and *Adcy5*, which are known to be associated with reward and addiction (Berman et al., 2014; Kim et al., 2006; Dichter et al., 2012; Baik, 2013; McLaughlin et al., 2003; Galeote et al., 2009) were found in the cocaine, alcohol, amphetamine, and morphine addiction pathways in the *Fmr1* KO ventral striatum. Previous reports showed that *Adcy5* KO mice have reduced reward response to morphine, whereas *Ppp1r1b* (commonly referred to as Darpp32) KO mice have reduced responses to cocaine in conditioned place preference test (Kim et al., 2006; Zachariou et al., 2002).

Other reports in the literature demonstrate reduced cocaine reward, behavioral sensitization, and cocaine-seeking behavior in *Fmr1* KO mice (Smith et al., 2014; Huebschman et al., 2021). These behavioral changes are associated with increased dendritic spine density and synaptic strength in the nucleus accumbens (Smith et al., 2014) a major constituent of the ventral striatum. A recent study showed that *Fmr1* mRNA is reduced in leukocytes of patients diagnosed with alcohol or drug dependence in comparison to healthy controls (Krasteva et al., 2020), further demonstrating a potential link between *Fmr1* and drug dependence. The present study offers evidence from gene set enrichment analysis that compromised motivation and drug reward mechanisms are likely an intrinsic property in the *Fmr1* KO mouse. We did not seek direct evidence of compromised motivation or drug reinforcement in the *Fmr1* KO mice.

Finally, we did not observe significant differences in litter size or the age of acquisition of developmental milestones in the *Fmr1* KO offspring (Table 1). There were no significant differences in body weight at any time during development (Table 1) or in adulthood between the *Fmr1* KO and WT mice. Thus, in the present study, the mouse model did not recapitulate findings of developmental delays in FXS nor did they support the observation that children and adolescents with FXS are heavier than age-matched controls (McLennan et al., 2011). We found that the testes and adrenal gland weights (as a percentage of total body weight) were increased in the *Fmr1* KO mice, consistent with previous reports (Hagerman et al., 2017; Bhattacharya and Klann, 2012; Qin et al., 2011). Both male and female *Fmr1* KO mice had increased adrenal gland weights compared to WT mice. Incidentally, females had greater adrenal gland weights than males regardless of genotype (Bielohuby et al., 2007).

In summary, our findings on behavioral traits in the *Fmr1* KO mouse agree with those from earlier studies. We identified significant deficits in striatal GABA, glutamate and serotonin content in the *Fmr1* KO mouse and significant changes in gene expression in the *Fmr1* KO mouse ventral striatum. Our methodologies do not permit us to draw direct relationships among the changes observed in the different parameters, although a general relationship between deficits in striatal neurotransmitter content, enrichment of the neurotransmission category in gene set enrichment pathways and behaviors such as locomotor hyperactivity, approach behavior, motor impulsivity, social dominance and nest building appears plausible. The enrichment of pathways of motivation and drug reward in the ventral striatal gene set enrichment analysis offers novel perspectives on compromised motivation and reward mechanisms in the *Fmr1* KO mouse. Although these findings do not offer insights into the direction of the change (up- or down-regulation), previous reports (Smith et al., 2014; Huebschman et al., 2021) suggest downregulation of motivation and reward processing in FXS, consistent with current ideas of dysfunction in these mechanisms in autism spectrum disorder (Keifer et al., 2021). Finally, sex differences in nest building behavior in novel environments, striatal neurotransmitter content, and gene expression in the ventral striatum highlight the significance of including male and female *Fmr1* KO mice in FXS research.

## Data Availability

The data presented in the study are deposited in the NCBI Gene Expression Omnibus repository, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE275170; accession number GSE275170.

## Footnotes

^1^ https://www.jax.org/strain/000664

^2^ https://www.jax.org/strain/003025

^3^ http://www.bioinformatics.babraham.ac.uk/projects/fastqc/

^4^ http://www.ncbi.nlm.nih.gov/geo/

How the deposited data were processed for this re-analysis (not part of the article)

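RNA from the ventral striatum was sequenced in 15 mice: 4 WT males, 4 WT females, 3 *Fmr1* KO males and 4 *Fmr1* KO females. The authors prepared stranded mRNA libraries, sequenced them as paired ends, aligned the reads to UCSC mm10 (the same genome as GRCm38) with STAR and used DESeq2 on the counts per gene. The deposited values are regularized log (rlog) values on a log2 scale, made by the authors with DESeq2 from the counts of all samples together. They include the authors' correction for library size. The read counts behind them were not used here, so the depth of each mouse is unknown and no counting interval was computed; the spread between mice is the measure of precision. The table gives 24982 gene symbols, with 20223 that vary and the others at 0 in every mouse, and values from -2.27 to 17.1. Of the symbols, 24490 were matched to the GENCODE annotation of GRCm38 and 424 more to RefSeq, and 68 were not matched.

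From these values, the 15261 genes with a mean rlog of at least 3 over all mice were tested with limma 3.58.1 in R 4.3.3 (linear model per gene, empirical Bayes with a trend of the variance on the mean, 2-sided moderated test) and Benjamini-Hochberg adjustment over all genes tested; the threshold was an adjusted p of 0.05. The comparison of *Fmr1* KO with WT over both sexes had sex as an additive term. The males and the females were also fitted alone. The interaction of genotype and sex and the difference of WT females from WT males came from a model of the 4 group means. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15. Each fit was tested on simulated data with 200 changed genes among 15261, whose spread was drawn from the residuals of whole mice, in 5 draws. Over both sexes it recovered 57.7%, 92.2% and 99.3% of genes changed by a log2 of 0.25, 0.5 and 1. The male fit recovered 0%, 65.0% and 95.7%, the female fit 0.1%, 76.1% and 96.1%, and the interaction 0%, 52.2% and 91.2%.

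Gene lists were written from general knowledge before the data were examined. The paper was known by then, and some lists hold genes that it names or draws as changed in these mice. They cover cell types and regions, 5 KEGG substance dependence pathways from memory, transmitter systems, signaling and activity, FMRP targets, and technical or chromosomal groups. Each was tested with camera at a preset correlation between genes of 0.01 and, beside it, with an estimated correlation, with fry, and with Fisher's exact test of the overlap with the called genes; the p-values were adjusted over the 47 lists with at least 2 tested members. For each list the number of members past the threshold is given over all genes tested and adjusted over the list alone. A list score is the mean over its genes of the rlog value minus the gene's mean over all mice. Single values and scores of groups were compared with 2-sided exact permutation tests, and the correlation of scores with a permutation test of 100000 draws. Principal components were taken from the 1000 most variable genes.

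Genes are named by a rule set before the data were examined: the genes the paper names in its text, those drawn in the heat maps of Figure 4 (whose directions had been seen), the 10 largest changes in each direction over both sexes among called genes with the same sign in each sex, the 5 largest in each sex, the 5 smallest p-values of the interaction, and up to 4 members of each list with the smallest adjusted p. Unnamed transcripts were skipped among the largest changes; 12 were passed over. *Slc4a5*, *Plin4*, *Car12* and *Mid1* in males and *Prg4* in females, which did not pass in that sex, and *Creb3l3* and *Chrna6*, which lie under the minimum for testing, are named beside these.

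The alternatives were another or no minimum on the mean rlog, no trend of the variance, quantile normalization, centring on the sample medians, sample quality weights, the replicate number as a block, the projection neuron score as a covariate, no term for sex, group means averaged over the sexes, an ordinary linear model, the spread of all 15 mice for each sex, and leaving out each of the 15 mice. Added after the data were seen were a score of neighboring-region markers as a covariate, a threshold of 0.1, and leaving out WT male 3 and WT female 1 together. Reads and read counts were not analysed here, nor was the *Fmr1* KO male that the authors had excluded. KEGG and phenotype enrichment as run by the authors in WebGestalt was not repeated.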

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

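The test of the microglia markers was chosen only after its result had been seen, as were the neighboring-region score as a covariate and the readings of the interaction splits and of the choroid plexus list in the interaction as no tests. For 2 other tests the condition written first was made stricter after its value had been seen. By the first conditions, the correlation of 0.737 with the main axis between mice would have counted for tissue from neighboring regions, and the 0 called neighbors of *Mid1* against a segment of another strain; both are left open here for the reasons given with them.

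The 24 striatal projection neuron genes were lower in *Fmr1* KO mice (median -0.48), as were those of direct-pathway (-0.38) and indirect-pathway neurons (-0.47), and thalamic and hypothalamic markers were higher (0.56), by camera at the preset correlation; with an estimated correlation each of these calls was lost (adjusted p = 0.661), and 1 of the 24 genes passed over all genes tested. In exact permutation tests of the list scores, with mice as replicates, no list passed after adjustment over the lists (smallest adjusted p = 0.0549, projection neurons 0.0924). The paper does not analyse these lists, but it names or draws some of the projection neuron genes as lower in these mice. A lower share of projection neurons might raise the markers of all other cell types alike. The microglia markers did not rise, with a median of -0.15 and 0 of 12 higher. That test was chosen after its result was seen and covers microglia alone. Astrocyte markers were on the higher side, and endothelial and pericyte markers on the lower. A lower share of projection neurons therefore stays open. A bias by GC content and transcript length is argued against by the median of -0.49 after their trend over all genes was taken out, against -0.48 before; the trend held 0.18% of the variance of the fold changes. More tissue from neighboring regions in the *Fmr1* KO pieces may contribute and stays open: across genes the genotype fold change had a correlation of 0.737 (Spearman 0.661) with the main axis of differences between mice of the same group, but 19 of 100 splits, the real one included, gave as large a correlation, and with the neighboring-region score as a covariate the list's median was -0.20 over both sexes, -0.014 in the males and -0.37 in the females (median standard error of the genes 0.10, 0.15 and 0.12). A genotype effect on projection neurons is also open, and these cannot be told apart because tissue and genotype overlap in these mice.

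*Mid1*, which the paper does not name, fell by 0.72 on the log2 scale over both sexes (adjusted p = 0.000828 from limma) and its antisense transcript *G530011O06Rik* by 0.29 (adjusted p = 0.000968). Tissue composition as the whole cause is argued against by the fold change of -0.67 (standard error 0.10) with the projection neuron score as a covariate, against -0.72 (0.08) without; the call ended there (adjusted p = 0.0675), the alternatives giving 7.82e-05 to 0.0675. The unadjusted p went from 1.09e-07 to 8.84e-06, which is under the 0.000641 of the last gene called without the covariate, so the call ended in the adjustment, with 1 gene called in that fit. No single mouse decides it, since the value nearest to 0 without any 1 mouse was -0.66. A segment of another strain around *Mid1* stays open: 0 of 19 tested neighbors within 5 Mb passed in limma, but 7 had an unadjusted p under 0.05 (36.8%, against 23.4% of all genes), and with 196 of 15261 genes called a count of 0 among 19 is what chance gives. The breeding of the line apart from the WT mice was not tested as a source.

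Choroid plexus markers were higher in *Fmr1* KO males (median 0.34, exact permutation test of the list score p = 0.0286), and in the females the median was 0.00 (p = 0.914). Over both sexes it was 0.19, and the female minus male difference had a median of -0.28. A genotype effect that differs between the sexes stays open: the unadjusted camera p of 6.56e-09 in the interaction (3.08e-07 when adjusted over the lists) restates the pattern and does not test it, and with an estimated correlation the call was lost (unadjusted p = 0.0131, adjusted p = 0.615). Pieces of choroid plexus carried over with the dissection may also produce it and stay open: within groups, the median correlation of the other markers with *Ttr* was 0.485, with 4 of 10 over 0.5. Ependyma markers, which line the same ventricle, were on the higher side too (median 0.24); over both sexes the calls of both lists were lost with an estimated correlation (adjusted p = 0.711 each), and that of ependyma also without WT female 4, *Fmr1* KO male 1 or *Fmr1* KO female 1 (up to 0.0835).

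The circadian clock and FMRP target lists differed between the sexes by camera at the preset correlation, with medians of -0.11 and -0.11 for the female minus male difference, and neither did with an estimated correlation (adjusted p = 0.998 for both). Of the 196 called genes, 188 are named neither in the paper's text nor in its Figure 4.

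In 12 of 132 groups of 4 mice tested, 1 mouse lay far from the other 3, where chance gives about 6.6. For genes these were *Adcy5* in WT female 1 (rlog 13.9), *Creb5* in WT male 4 (7.67), *Car12* in WT female 1 (9.97), *Mid1* in *Fmr1* KO female 4 (6.09), *Htr1d* in WT female 1 (8.21) and *Elavl4* in WT male 3 (10.9). For list scores they were the projection neuron genes in WT female 1 (-0.28), those of them not named in the paper in WT female 1 (-0.29), direct-pathway genes in WT male 3 (0.071), indirect-pathway genes in WT female 1 (-0.14), thalamic and hypothalamic markers in WT female 1 (0.060) and endothelial and pericyte markers in *Fmr1* KO female 1 (-0.32).

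Other splits of the mice were compared with the real one. Over both sexes, 2 of 100 splits, the real one included, called at least the 196 genes observed (highest other 212). So large a count was rare among the splits, but another split exceeded it. The real count itself ran from 5 to 1444 with 1 mouse left out, so chance is not excluded. Between WT females and WT males 1 of 35 splits, the real one, called as many as observed, with 430 genes against at most 0 in another split. In the males 3 of 35 splits called at least the 1 gene observed, with up to 381, and in the females 2 of 35 at least 2 genes (highest other 2), so chance cannot be excluded for these counts. For the interaction 0 genes were called in limma (913 at an unadjusted p under 0.05), so 100 of 100 exchanges of the sexes called as many, as any must, and this tests nothing; the highest other was 1393. Why some splits call many times the real count, in the males and in the interaction, was not tested.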

How the results depend on the processing

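The threshold of 0.1, the neighboring-region score as a covariate, and leaving out WT male 3 and WT female 1 together were chosen after the data were seen. The cause of each change below was not tested, except that fewer mice or more genes tested are part of the alternative itself.

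The count over both sexes was 196. It was 51 with no filter on low values, 81 with group means averaged over the sexes, 13 in an ordinary linear model, 4767 with sample quality weights, 1 with the projection neuron score as a covariate, 21 with the neighboring-region score, 1432 at a threshold of 0.1 and 2179 without WT male 3 and WT female 1. Leaving out 1 mouse gave 5 (without WT female 3) to 1444 (without WT female 1). With a minimum of 5, no trend, quantile normalization, centring on medians or no sex term it stayed within 1.5 times of 196.

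In the males the count of 1 became 18 at the threshold of 0.1, 1865 with sample quality weights, 2 with the spread of all 15 mice and 0 with either score as a covariate; leaving out 1 mouse gave 0 (without WT male 4, *Fmr1* KO male 1 or *Fmr1* KO male 3) to 322 (without WT male 3). In the females the count of 2 became 1 with no filter, 16 with sample quality weights, 1 with the projection neuron score, 9 with the neighboring-region score or with the spread of all mice, and 0 (without WT female 2 or 3 or *Fmr1* KO female 1, 2 or 3) to 37 (without WT female 1). The interaction called 0 genes in limma in every alternative run. The count between WT females and WT males, 430, became 1436 with weights and 675 with the projection neuron score, and 136 (without WT female 4) to 477 with 1 mouse left out; it was 172 without WT male 2, 203 without WT male 3 and 138 without WT female 2.

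The replicate number as a block gave 925 genes over both sexes, 0 in the males and 0 in the females. The numbers were not taken to pair the mice, since neither the paper nor the labels say so and not every pair with the same number correlated above 0.1: 17 of 21 did (mean 0.262, -0.263 to 0.607, against -0.0823 for different numbers), and 8 of 15 mice correlated best with their own number, which is a hint from the data at shared conditions.

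Of 47 lists, 14 passed camera; 5 did with the projection neuron score, 0 with an estimated correlation, and 11 to 18 with 1 mouse left out. The 5 are microglia, choroid plexus, ribosomal proteins and oxidative phosphorylation, which had passed, and cortical excitatory neurons, which had not (adjusted p = 5.48e-05, median 0.24; 1.16e-07 and 0.32 with the neighboring-region score). With the projection neuron score, the medians of the thalamus and hypothalamus list (adjusted p = 0.745) and of calcium and calmodulin signaling (0.613) changed sign and these lists lost their call. Genes within 5 Mb of *Fmr1* lost theirs too (0.745), with the median still above 0 (0.0063). The list of projection neuron genes not named in the paper (0.719) makes up the score, so its loss follows from the adjustment itself, and that of all 24 (0.701) largely so. The direct pathway (0.0574), the indirect pathway (0.0855), place preference and morphine response (0.745), ependyma (0.163) and histones (0.163) lost theirs as well. The log2 fold change of *Drd2* became 0.034 with that score, and *Gabbr1* 0.0076 with quantile normalization. *Prcp*, near 0 over both sexes, became -0.056 with weights and fell below 0 without WT female 3 (-0.0049), *Fmr1* KO female 2 (-0.0063) or *Fmr1* KO female 4 (-0.0058), with up to 0.045 without *Fmr1* KO male 3. The share of called cocaine genes that were lower was 0% without *Fmr1* KO female 1, and 85.7% without *Fmr1* KO female 2. That of morphine genes was 100% with no filter, with averaged group means and without WT male 1 or *Fmr1* KO male 1, 55.6% without WT female 1 and 40% with quantile normalization.

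The correlation of male with female fold changes was -0.266 with the projection neuron score and 0.012 with the neighboring-region score, and 0.357 to 0.690 with 1 mouse left out. Of 2518 values for 90 named genes under 28 settings, 1852 kept direction and side of the threshold, 379 lost a call, 281 gained one and 6 changed direction. The depth of the libraries is unknown here, so what it limits cannot be stated.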

Differences from the paper's values

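The paper's counts of differentially expressed genes are at a false discovery rate under 0.05, the threshold used here. They come from DESeq2 on read counts, and those here from limma on rlog values. What this difference in method contributes was not tested. Over both sexes the paper's values are 1234 genes, 576 upregulated and 658 downregulated, against 196, 75 and 121 here. Of 26 alternatives set before the data were examined, the replicate block and leaving out WT male 3, WT female 1 or *Fmr1* KO female 2 give a total and a downregulated count within 1.5 times of the paper's, and the last 3 also the upregulated count; the others do not, with totals from 1 to 4767. A threshold of 0.1, chosen after seeing the values, gives 1432. In the males the paper's values are 809 genes, 375 upregulated and 434 downregulated, against 1, 0 and 1 here in limma, with 2625 at an unadjusted p under 0.05. In the females they are 347, 119 and 228, against 2, 0 and 2 here, with 2209 at an unadjusted p under 0.05. None of the 16 alternatives in males (0 to 1865) and none of the 17 in females (0 to 37) comes within 1.5 times of the paper's totals. In simulated data, genes changed by a log2 of 0.25 were recovered at 0% by the male and 0.1% by the female fit. At 0.5 these fits recovered 65% and 76.1%. So the low counts within each sex do not exclude changes of that size.

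The paper names *Fmr1* as the top downregulated gene in both sexes. Here that holds over both sexes and in males, while in females *Mid1* fell further (-0.91 against -0.81 for *Fmr1*, which has the smallest p). The paper counts *Adcy5*, *Ppp1r1b*, *Drd1*, *Creb5* and *Creb3l3* among the DEGs; here their directions are the same as the paper's, without a call over both sexes. *Adcy5* passed with sample quality weights, the replicate block, no sex term, and without WT male 3, WT female 1, *Fmr1* KO female 2 or *Fmr1* KO female 4, and *Ppp1r1b* with the same settings except no sex term. *Drd1* passed with weights, the block and without WT female 1, *Fmr1* KO female 2 or *Fmr1* KO female 4, *Creb5* with weights and without *Fmr1* KO female 4, and *Creb3l3* did not pass with no filter on low values, where it was tested. Leaving out WT male 3 and WT female 1 together, chosen after the data were seen, also called *Adcy5*, *Ppp1r1b* and *Drd1*, and the threshold of 0.1 these and *Creb5*. The paper describes *Fmr1* mRNA by qPCR as very low but detectable in *Fmr1* KO mice. On the rlog scale, which is log2, it fell by 0.84 here, a smaller fall than that description. The qPCR used a single assay on striatum, while the rlog values come from reads per gene in the ventral striatum. Why these differ was not tested. The paper reports more DEGs in males than in females. The interaction called 0 genes here in limma, with 913 at an unadjusted p under 0.05. In simulated data its fit recovered 0% of genes that differed by a log2 of 0.25 and 52.2% at 0.5. So 0 calls do not exclude differences between the sexes of that size. The paper finds substance dependence pathways enriched among its DEGs. Here none of the 5 lists written from memory passed Fisher's exact test (smallest adjusted p = 0.514) or camera. Fisher's test used 196 DEGs against the paper's 1234, and camera looks for a common direction of change. Neither excludes the paper's enrichment. All 5 lists passed the fry test for changes in either direction, which does not compare a list with other genes. In each list the share of genes at an unadjusted p under 0.05 was above the 23.4% of all genes, an excess that was not tested. The pathways were taken up because the paper found them enriched in the same mice, so this excess is not independent evidence. The directions drawn in Figure 4, read by eye, were the same here for 49 of 49 genes. They come from the same mice, so this is not independent evidence.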

Other observations

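All values here are from limma over both sexes unless stated, and no test in this part was chosen after its result was seen. WT females differed from WT males in 430 genes, 178 higher and 252 lower. Sex-linked genes led, with *Xist* at 5.56 and *Ddx3y* at -3.55, and the escape genes *Kdm6a* (0.37), *Eif2s3x* (0.29) and *Kdm5c* (0.26) were higher in females. Without WT male 2, WT male 3, WT female 2 or WT female 4 the count was 172, 203, 138 and 136.

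Of the remaining lists, the medians of the log2 fold change in *Fmr1* KO against WT mice were as follows. Among cell types, GABAergic interneurons had 0.07 (camera adjusted p = 0.764), cholinergic interneurons -0.12 (camera adjusted p = 0.137), cortical excitatory neurons 0.14 (camera adjusted p = 0.367), which became 0.24 (5.48e-05) with the projection neuron score as a covariate, and midbrain dopamine neurons 0.10 (camera adjusted p = 0.123). Neuroblasts and the islands of Calleja had 0.13 (camera adjusted p = 0.123), astrocytes 0.08 (camera adjusted p = 0.0901), with 2 of 11 higher when adjusted over the list alone, oligodendrocytes 0.07 (camera adjusted p = 0.0775) and their precursors 0.00 (camera adjusted p = 0.824). Endothelium and pericytes had -0.05 (camera adjusted p = 0.255), with 11 of 11 on the lower side, and meninges 0.10 (camera adjusted p = 0.0826). The microglia list had a camera adjusted p of 0.000280, with 6 of 12 lower when adjusted over the list alone, ependyma 0.0169 and choroid plexus 0.0132, with 1 of 11 higher; with an estimated correlation the adjusted p was 0.661 for microglia and 0.711 for ependyma and choroid plexus. Ependyma lost its call without WT female 4, *Fmr1* KO male 1 or *Fmr1* KO female 1, at up to 0.0835. Of the blood genes 1, *Alas2*, was tested (0.13, adjusted p = 0.224).

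FMRP targets had -0.04 (camera adjusted p = 0.0861), with 11 lower and 4 higher of 42 at an unadjusted p under 0.05 and none called. Nuclear-retained long noncoding RNAs had 0.00 (camera adjusted p = 0.937), and genes with variants between C57BL/6 substrains -0.07 (camera adjusted p = 0.688). Ribosomal proteins, with 71 of 90 on the lower side, had -0.04 (camera adjusted p = 0.00383), nuclear-encoded oxidative phosphorylation -0.03 (camera adjusted p = 0.00869) and histones -0.10 (camera adjusted p = 0.0190); with an estimated correlation the adjusted p was 0.729, 0.729 and 0.661. The ribosomal list lost its call without WT male 1, oxidative phosphorylation without WT male 1, WT female 1 or *Fmr1* KO female 4, and histones without *Fmr1* KO female 4, at up to 0.123, 0.207 and 0.0712. Genes within 5 Mb of *Fmr1* had 0.06 (camera adjusted p = 0.0337), and 0.711 with an estimated correlation; the call was lost without WT male 1, WT female 2, WT female 4, *Fmr1* KO female 1, 3 or 4, at up to 0.0696. Genes within 10 Mb had 0.02 (camera adjusted p = 0.275), neighbors of *Fmr1* listed by hand 0.05 (camera adjusted p = 0.0826), Y-linked genes -0.03 (camera adjusted p = 0.723) and genes of X inactivation and escape -0.02 (camera adjusted p = 0.295). No chromosome held more called genes than others after adjustment (Fisher's exact test, smallest adjusted p = 0.627, chromosome 12 with 13 called of 543).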
